# CUT&RUNTools: a flexible pipeline for CUT&RUN processing and footprint analysis

**DOI:** 10.1186/s13059-019-1802-4

**Published:** 2019-09-09

**Authors:** Qian Zhu, Nan Liu, Stuart H. Orkin, Guo-Cheng Yuan

## Abstract

We introduce CUT&RUNTools as a flexible, general pipeline for facilitating the identification of chromatin-associated protein binding and genomic footprinting analysis from antibody-targeted CUT&RUN primary cleavage data. CUT&RUNTools extracts endonuclease cut site information from sequences of short-read fragments and produces single-locus binding estimates, aggregate motif footprints, and informative visualizations to support the high-resolution mapping capability of CUT&RUN. CUT&RUNTools is available at https://bitbucket.org/qzhudfci/cutruntools/.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-019-1802-4) contains supplementary material, which is available to authorized users.

## Introduction

Mapping the occupancy of DNA-associated proteins, including transcription factors (TFs) and histones, is central to determining cellular regulatory circuits. Conventional ChIP sequencing (ChIP-seq) relies on the cross-linking of target proteins to DNA and physical fragmentation of chromatin [1]. In practice, epitope masking and insolubility of protein complexes may interfere with the successful use of conventional ChIP-seq for some chromatin-associated proteins [2–4]. CUT&RUN is a recently described native endonuclease-based method based on the binding of an antibody to a chromatin-associated protein in situ and the recruitment of a protein A-micrococcal nuclease fusion (pA-MN) to the antibody to efficiently cleave DNA surrounding binding sites [5]. The CUT&RUN method has been successfully applied to a range of TFs in yeast [5, 6] and mammalian cells [7, 8]. The procedure achieves higher-resolution mapping of protein binding since endonuclease digestion generates shorter fragments than physical fragmentation. In our experience, existing tools to analyze such data proved inadequate due to the lack of an end-to-end computational pipeline specifically tailored to this technology. Therefore, we have developed a new pipeline, designated CUT&RUNTools, that streamlines the processing, usage, and visualization of data generated by CUT&RUN (Fig. 1a).

**Fig. 1:**
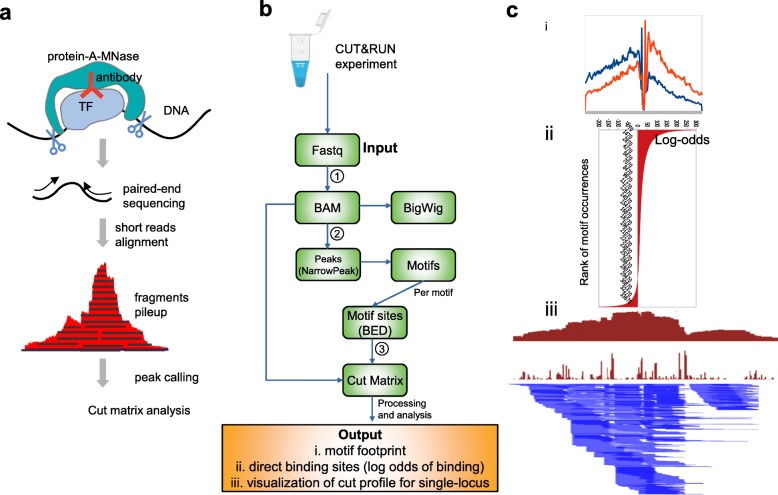
**a** Schematic of CUT&RUN. pA-MN is recruited to TF-bound antibody and cleaves around TF binding site, liberating DNA fragments for sequencing. Subsequent steps require a specially designed computational pipeline to extract maximal information from the data. **b** Overview of CUT&RUNTools. Step 1: input paired-end raw reads are aligned to the reference genome with special care for short-read trimming and alignment. Step 2: peaks are called based on fragment pileup. A fixed window around the summit of each peak is used to perform de novo motif finding. Step 3: the cut matrix is calculated for each motif of interest and used to generate the three outputs: (i) motif footprint, (ii) direct binding site identification, and (iii) visualization. **c** The output of CUT&RUNTools at the chr3:98302650-950 region as an example

## Results

### Overview

CUT&RUNTools takes paired-end sequencing read FASTQ files as the input and performs a set of analytical steps: trimming of adapter sequences, alignment to the reference genome, peak calling, estimation of cut matrix at single-nucleotide resolution, de novo motif searching, motif footprinting analysis, direct binding site identification, and data visualization (Fig. 1b). The outputs of the pipeline (Fig. 1c) are (1) an aggregate footprint capturing the characteristics of chromatin-associated protein binding (Fig. 1c, (i)), (2) binding log-odds values for individual motif sites informative for direct binding site identification (Fig. 1c, (ii)), and (3) visualization of a cut frequency profile at nucleotide resolution (Fig. 1c, (iii)).

Specifically, CUT&RUNTools performs sequence alignment with special attention to short-read trimming and read alignment (Fig. 1b, step 1) (the “Methods” section). Due to the predominance of short fragments (25–50 bp) generated by CUT&RUN, the typical settings in the read trimming and sequence alignment does not perform well. We introduce a two-step read trimming process to improve the quality. First, the sequencing data are processed with Trimmomatic [9], a commonly used template-based trimmer. Next, a second trimming step was included to remove any remaining adapter overhang sequences not removed due to fragment read-through. CUT&RUNTools further adjusts the default alignment settings by turning on dovetail alignment [10], designed to accept alignments for paired-end reads when there is a large degree of overlap between two mates of each pair. Together, this improved trimming and alignment procedure increased the alignment percentage from 68 to 98% compared to a setting with no trimming and alignment adjustments (Additional file 1: Table S1). With the reads aligned, CUT&RUNTools employs MACS [11] to perform peak calling based on the coverage profile, followed by de novo motif searching within the peak regions with MEME suite [12] (Fig. 1b, step 2).

### Cut matrix estimation

An important element of CUT&RUN analysis is the estimation of cut sites, which enables higher-resolution mapping of binding locations than peak calling. The cut sites derive from the two ends of individual DNA fragments generated upon cutting of chromatin by the pA-MN fusion recruited to the antibody binding sites. The regions of lower cut frequency tend to be protected due to chromatin-associated protein binding, whereas flanking regions without binding display higher cut frequencies (Additional file 2: Figure S1a). CUT&RUNTools accurately tabulates the frequency with which cleavage is observed at each base pair (the “Methods” section).

Using the cut matrix, footprinting analysis [13, 14] is then applied to identify high-resolution occupancy of sequence-specific binding factors such as TFs. To detect footprints from CUT&RUN data, CUT&RUNTools first generates an aggregated cut frequency profile based on all ± 100-bp regions extending from each peak-embedded motif site. Then, CUT&RUNTools estimates a probabilistic bimodal clustering model derived from the CENTIPEDE package [15] and assigns a binding probability score, expressed as log-odds, to each motif occurrence based on the model. This log-odds score quantifies the similarity between the cuts at each motif occurrence and the aggregate footprint pattern. By ranking the sites by the log-odds score, CUT&RUNTools generates a rank-ordered list of likely direct binding sites. Of note, this approach is only applicable to factors with distinct sequence specificity.

We illustrate the functionality of CUT&RUNTools through analysis of CUT&RUN data acquired for GATA1, a master regulator in erythroid lineage cells [16]. We performed CUT&RUN using GATA1 antibody in primary human stem/progenitor CD34+ cells after 7 days of erythroid differentiation (Fig. 2). 

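GATA1 CUT&RUN is represented by 2 replicates of CD34+ cells, which are blood stem and progenitor cells, after 7 days of erythroid differentiation. The sample labels call the cells profiled erythroid precursors derived from CD34+ cells, and they are named CD34+ cells below. The antibody recruits protein A-micrococcal nuclease to the factor in isolated nuclei, and the short DNA fragments that the nuclease releases are sequenced from both ends. The authors trimmed the reads with Trimmomatic and Kseq, aligned them with Bowtie2 with dovetailed pairs kept, took fragments of at most 120 bp and called peaks with MACS2 in its default narrow peak setting. Each replicate has its own deposited peak list, so the replicates were not pooled. A list gives the position of each peak in hg19 (the build drawn in Fig. S3), its summit, the fold enrichment of the fragment pileup at the summit over MACS2's background in the same library, and the -log10 of the p-value and q-value. The largest q-value was 0.00969 in replicate 1 and 0.00984 in replicate 2. The peak names inside the list of replicate 2 carry the tag of day 9, while the sample label and the text above give 7 days, and 7 days is used here. The lists hold 62386 peaks for replicate 1 and 50096 for replicate 2, of which 62073 and 49793 lie on chromosomes 1 to 22 and X and were analysed. Read totals are not part of a peak list. The pileup behind each peak was therefore recovered as the whole number of fragments that gives both the listed fold enrichment and the listed p-value, which succeeded for all but a few peaks of each replicate. The median summit pileup was 16 fragments in replicate 1 and 17 in replicate 2. The lowest background that MACS2 used, which scales with the number and length of the fragments of a library, was 0.549 fragments per bp in replicate 1 and 0.392 in replicate 2. At a q-value of 1e-05 or less, 53573 peaks of replicate 1 and 45700 of replicate 2 were left.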

The results were compared initially to published GATA1 ChIP-seq data for cells under the same conditions [7]. Peaks identified in CUT&RUN align very well with ChIP-seq at over 35,000 GATA1 sites across the genome (Fig. 2a). Replicate correlation was over 0.92 (Additional file 2: Figure S2). Furthermore, the pileup signal in CUT&RUN is more enriched in a narrower window in the peak center than ChIP-seq (50 bp vs. > 150 bp), reflecting higher resolution (Fig. 2b). 

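Of the GATA1 peaks in CD34+ cells, 68.1% of those of replicate 1 (42254 of 62073, 95% Wilson interval 67.7 to 68.4%) overlapped a peak of replicate 2 by at least 1 bp, and 84.8% of those of replicate 2 (42221 of 49793, 84.5 to 85.1%) overlapped a peak of replicate 1. The intervals cover counting error only. The mean of both directions was 76.4%, and the choice of overlap moved it most, to 69.0% when each peak of a pair had to cover at least 50% of the other. Overlap rose with peak strength. Among the weakest 10% of the peaks by fold enrichment, 26.9% of the peaks of replicate 1 and 50.6% of those of replicate 2 were found in the other replicate, against 99.9% of the strongest 10% in either direction. Pairs of peaks that were each other's largest overlap numbered 41983. Across these shared peaks, Spearman's rho between the fold enrichments of the replicates was 0.817. Pearson's r of the log2 summit pileup was 0.887 over the 41977 shared peaks whose pileup was recovered in both replicates. With the log2 of the pileup multiplied by the width of the joined interval, a stand-in for fragment coverage that was chosen after the values were seen, r was 0.934; the joined width is common to both replicates and enters both sides of this correlation. Peaks are not independent replicates, so no p-value is given for these correlations. The 5 shared peaks whose worse rank by fold enrichment was best were 62 to 127 bp wide and had the same start and end in both replicates, with pileups of 6995 to 23701 fragments in replicate 1 and 3848 to 13097 in replicate 2. The first of them lies at 45291582 to 45291708 on chromosome 7 (fold enrichment 164 and 159). All 5 were also peaks in the KLF1 library described below and 4 of the 5 in the TAL1 library, at ranks 1 to 9 and 2 to 7 of those lists. In the GATA1 library of HUDEP-2 cells all 5 were at ranks 1 to 6. Fragments that pile up whatever the antibody may be the source of such narrow, very high peaks, as the closing section describes. They are therefore not given here as GATA1 sites.

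**Figure D1:**
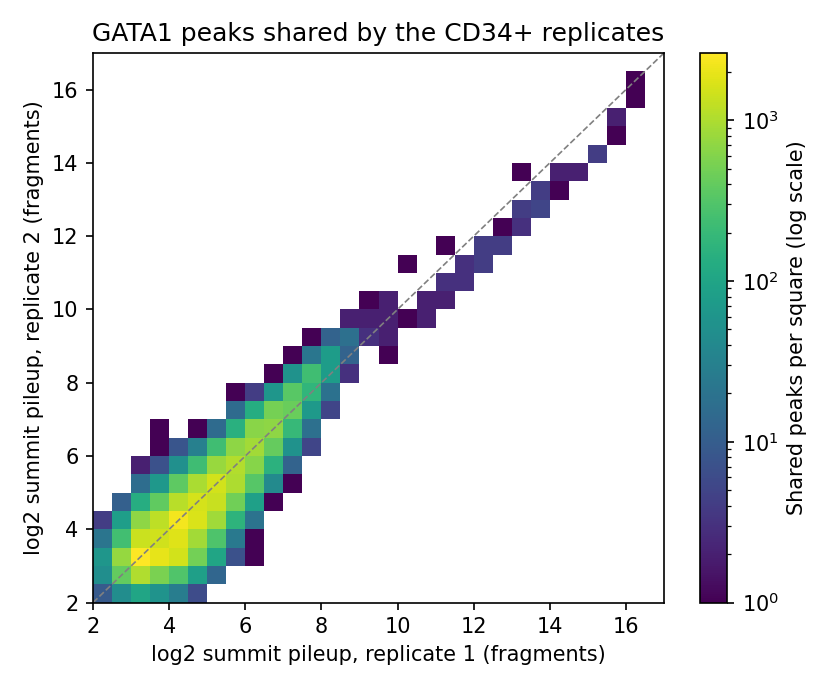
Summit pileup of the GATA1 peaks shared by the CD34+ replicates, in fragments on a log2 scale, with replicate 1 on the horizontal and replicate 2 on the vertical axis. The colour of a square gives the number of shared peaks in it on a log scale, the dashed line marks equal pileup, and Pearson's r over the plotted peaks is 0.887.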

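On the CUT&RUN side, the width of the called peaks and the position of their summits can be read from the peak lists; the ChIP-seq data are not analysed here, and a peak width is not the width of the pileup profile in Fig. 2b. The median GATA1 peak was 129 bp wide in replicate 1 (quartiles 86 and 192 bp) and 135 bp in replicate 2 (91 and 197 bp). The peaks covered 9.28 Mb and 7.73 Mb of the genome. For the 20000 peaks with the highest fold enrichment of each list, the mean of both replicates' medians was 202 bp. Width did not follow strength to the top of the list, since the peaks with a pileup of 1000 or more fragments had a median width of 119 bp in replicate 1 and 127 bp in replicate 2. The summits of the 41983 peaks shared by both replicates lay a median of 14 bp apart (quartiles 5 and 32 bp), and 87.3% of them lay within 50 bp of each other.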

As expected, CUT&RUNTools correctly identified the HGATAA GATA1 recognition motif de novo (*E* = 1e−200). Next, we performed GATA1 footprinting using the cut matrix generated on the HGATAA motif by CUT&RUNTools and the surrounding 150-bp regions for all 35,000 sites in the peak regions (Fig. 2c). Such footprints cannot be obtained from ChIP-seq analysis. Indication of protection at the motif core was particularly strong (Fig. 2c, e). 

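The peak lists show how GATA1 signal lay at the sites that CUT&RUNTools scored highest. Table S2 gives 50 HGATAA sites, each 6 bp long, by binding log-odds. All 50 lay wholly within a GATA1 peak in replicate 1 and in replicate 2 of the CD34+ cells. The number stayed at 50 when the lists were limited to a q-value of 1e-05 or less or to the top 20000 peaks. The paper scores only motif sites within CUT&RUN peaks, so this containment largely follows from how the sites were chosen. The limit of 20000 peaks could not lower the number, since no site's peak ranked below 11399. The centre of a site lay a median of 10.5 bp from the summit of its peak in replicate 1 and 11.5 bp in replicate 2, and at most 46.5 bp in either. Their peaks had a median fold enrichment of 49.7 and 51.9. Ranked by fold enrichment, the peaks of 45 sites in replicate 1 and of 44 in replicate 2 were in the top 5% of the list, and their median ranks were 294 and 336.5. The lowest placed peaks were at ranks 11399 and 6262, so a high log-odds score did not always go with a top rank by fold enrichment. Fold enrichment is relative to the background, so a low rank need not mean a low pileup. Ranks by pileup were not examined for these sites. The log-odds scores come from the cut matrix, which is not analysed here.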

Based on the estimated log-odds scores (Fig. 2d) (Additional file 1: Table S2), CUT&RUNTools identified 25,900 of the 35,000 motif sites as direct binding sites. 

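At the CPOX locus on chromosome 3, GATA1 peaks were called at both sites drawn in Fig. S3 in each CD34+ replicate. Fig. S3 draws the site with the higher log-odds within an intron of CPOX and the other just upstream of the gene; no annotation of hg19 was used here. The HGATAA site listed in Table S2 (plus strand, first base at 98302747 in hg19) lay in a peak from 98302622 to 98302936 in replicate 1 and to 98302948 in replicate 2. Its fold enrichment was 50.5 in replicate 1 (pileup 410 fragments, rank 262 of 62073) and 54.1 in replicate 2 (pileup 669, rank 251 of 49793). The second site of the figure lay in a peak from 98312510 to 98312835 in replicate 1 and to 98312812 in replicate 2, with fold enrichments of 40.8 (pileup 238, rank 1064) and 42.6 (pileup 309, rank 1115). In fold enrichment, the first site was thus higher than the second in both replicates, by more than the replicates differed at either site. In pileup it was also higher in both, but the replicates differed more at the first site than the sites did in replicate 1. With only 2 replicates this difference was not tested. In HUDEP-2 cells, an erythroid progenitor cell line described further below, both sites also lay in peaks of TAL1 (fold enrichment 43.8 and 33.4), KLF1 (8.78 and 16.3) and GATA1 (28.6 and 26.4), each from a single library.

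**Figure D2:**
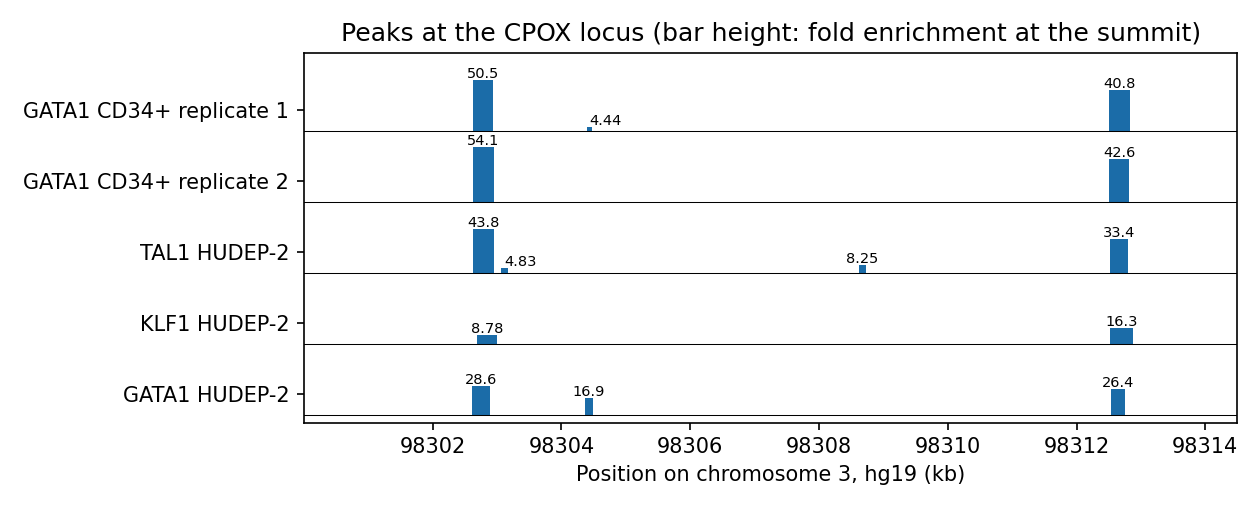
Peaks called at the CPOX locus in each of the 5 libraries, by position on chromosome 3 (hg19, kb) on the horizontal axis. Each bar spans a called peak, and its height and label give the fold enrichment at the summit; peaks at both sites appear in all 5 libraries.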

Comparison with literature data validates these estimates at the locus level (Additional file 2: Figure S3), and a systematic comparison with ChIP-seq is shown in Fig. 2a. Of note, a stereotypical, center-depleted cutting pattern is identifiable not only from the average profile but also at individual motif sites.

**Fig. 2:**
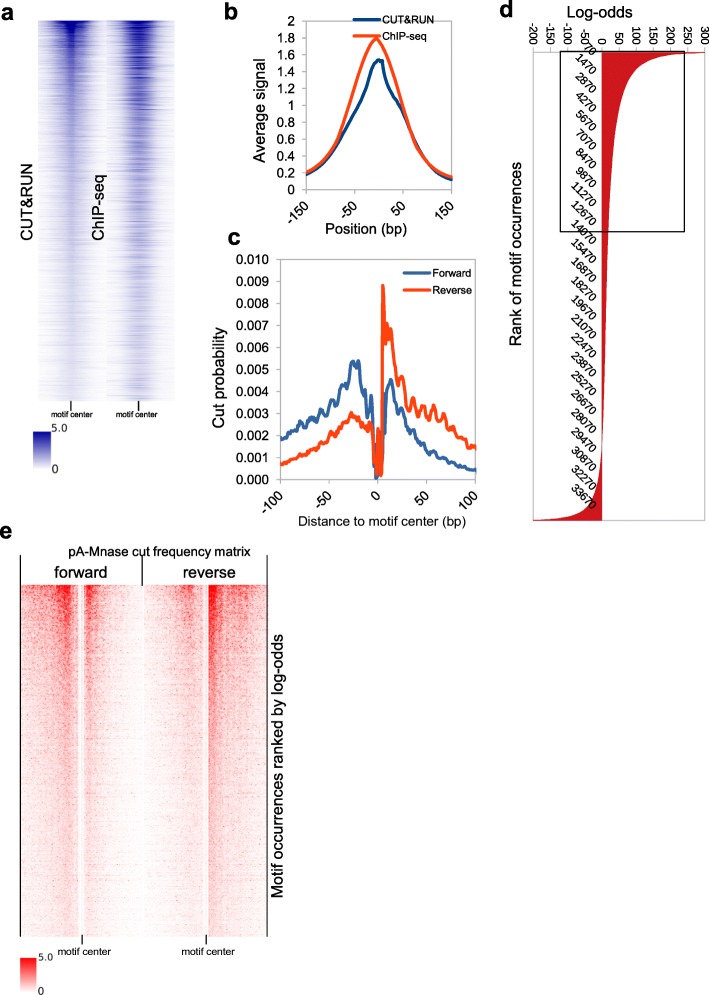
**a** GATA1 CUT&RUN and ChIP-seq comparison. GATA1 motif is scanned across CUT&RUN and ChIP-seq peaks. The signal pileup of − 150-bp to + 150-bp region surrounding each motif site is plotted. **b** CUT&RUN signal is enriched in a narrower window than ChIP-seq, consistent with a higher resolution of the CUT&RUN method. **c** CUT&RUN footprint for the HGATAA motif. Enzyme cut protection is noted in motif core and deprotection in the flanking regions. **d** The distribution of log-odds score for genome-wide HGATAA motif sites. A threshold value of 5 is used to determine direct binding sites. **e** Strand-specific cut frequency profile at individual HGTAA motif sites, illustrated as a heatmap

### Application to GATA1 CUT&RUN dataset

In addition, de novo analysis of GATA1 CUT&RUN returned several additional motifs that may correspond to co-factors (Additional file 1: Table S3). These co-factor motifs (also termed secondary) can be distinguished via an asymmetrical motif footprint profile (Additional file 2: Figure S4), in contrast to the symmetrical profile of the primary HGATAA motif (Fig. 2c). We use a “footprint symmetry score” (FSS) to discriminate primary from secondary motif footprints (the “Methods” section, Fig. 3a, b) (Additional file 1: Table S4). HGATAA has the highest FSS score (Fig. 3c). Identified co-factor motifs GCCCCGCCCTC, CMCDCCC, and RTGASTCA (Fig. 3d) correspond to SP1, KLF1, and NFE2 TFs, respectively, which are known to cooperate with GATA1 [17]. Each profile displays a noticeably higher rate of descent on one side of the motif than the other (Additional file 2: Figure S4).

**Fig. 3:**
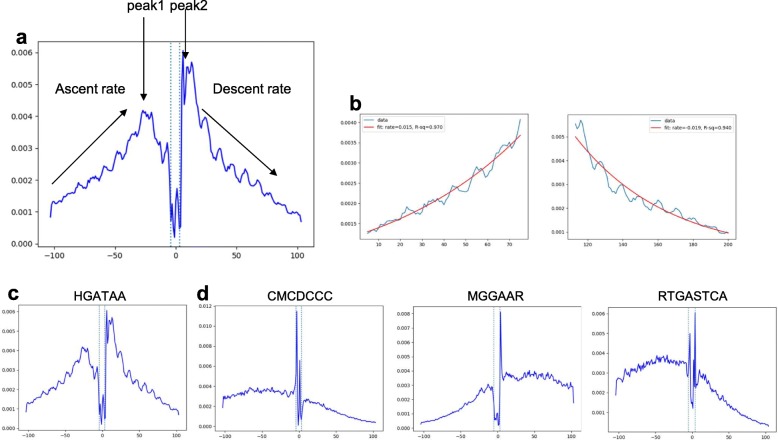
Footprint symmetry analysis reveals the primary and secondary motifs. **a** Symmetry analysis calculates the ascent and descent rates for the two sides of footprint via fitting an exponential decay curve to each part. **b** An example of exponential decay curve that is fit on real data. **c** A perfect symmetry indicates a primary motif (HGATAA). **d** A substantial difference between ascent and descent rates would indicate a motif footprint with an asymmetric footprint shape, as shown by CMCDCCC, MGGAAR, and RTGASTCA secondary motifs. Asymmetry is quantified by the footprint symmetry score (FSS)

Importantly, de novo analysis also identified an extended motif for co-binding of GATA1 and TAL1 [18]. GATA1 forms a multiprotein complex with TAL1 along with LMO2 and Ldb1 [18, 19]. The GATA1-TAL1 complex recognizes HGATAA and a half E-box (TAL1) separated by a gap of ten nucleotides [20]. Despite the length of this motif, CUT&RUNTools displays a strong footprint for the extended motif. The high value of FSS indicates that this is a primary motif, as expected from the GATA1-TAL1 complex binding model (Additional file 2: Figure S5). The motif footprinting result is consistent between de novo and known GATA1-TAL1 motifs (Additional file 2: Figure S5). Therefore, in cases where the recognition sequence of TF is not known in advance, de novo analysis in combination with genomic footprinting should be helpful in establishing the primary motif and searching for novel co-factors.

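TAL1 and KLF1 were each profiled by CUT&RUN in 1 library, with no replicate. The sample labels give HUDEP-2 cells, an immortalized human erythroid progenitor line that can be differentiated in culture, after 4 days of differentiation; the GATA1 data they are set against come from CD34+ cells after 7 days, so each comparison is across cell types as well as factors. The peak lists were made like those of GATA1, by MACS2 in each library by itself, and give position in hg19, fold enrichment, p-value and q-value of each peak. The peak names of the KLF1 list carry the tag wtko, whose meaning the paper's text does not give. On chromosomes 1 to 22 and X, the TAL1 list holds 73600 peaks with a median width of 115 bp and the KLF1 list 86562 peaks with a median width of 82 bp. The median fold enrichment was 8.00 for TAL1 and 4.72 for KLF1, and the median summit pileup was 14 and 10 fragments. MACS2's lowest background was 0.487 fragments per bp in the TAL1 library and 1.12 in the KLF1 library. Many of the KLF1 peaks were weak. At a q-value of 1e-05 or less 32203 of them remained (37.2%), against 52881 of the TAL1 peaks (71.8%). Overlap of peaks was counted from 1 bp, and the overlap expected by position alone was taken from 1000 circular shifts of the TAL1 or KLF1 peaks along each chromosome. The co-binding sites of Fig. S6 are motif sites within GATA1 peaks, which need the genome sequence and are not analysed here, so the shares below count whole peaks and are a different measure.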

To validate these predictions, we applied CUT&RUN to profile TAL1 and KLF1 (Additional file 2: Figure S6). Of the 19,871 predicted GATA1-TAL1 co-binding sites from GATA1 CUT&RUN, 12,841 (64.6%, Jaccard index = 0.51, *P* < 10^−5^, bootstrap test) are validated by the TAL1 CUT&RUN experiment. 

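Of the GATA1 peaks in CD34+ cells, 57.9% in replicate 1 (35970 of 62073) and 67.9% in replicate 2 (33822 of 49793) overlapped a TAL1 peak of HUDEP-2 cells, with 95% Wilson intervals of 57.6 to 58.3% and 67.5 to 68.3%. The mean was 62.9% ± 7.06 (SD, n = 2). After circular shifts of the TAL1 peaks the share was 0.735% on average, and none of the 1000 shifts reached the observed share in either replicate (one-sided permutation test, p = 0.001, the smallest that 1000 shifts allow). Counted as pairs of peaks, the Jaccard index was 0.356 for replicate 1 and 0.373 for replicate 2. The rule for overlap moved the mean most, to 52.3% with a reciprocal overlap of at least 50%. The share rose with the strength of the GATA1 peak. In the weakest 10% of the peaks by fold enrichment it was 31.0% in replicate 1 and 36.8% in replicate 2, and in the strongest 10% it was 96.0% and 97.5%. In the other direction, 48.7% of the TAL1 peaks overlapped a GATA1 peak of replicate 1 and 45.8% one of replicate 2. The paper counts the co-binding sites predicted from the GATA1 data that are also found in the TAL1 and KLF1 data (Fig. S6), and from both counts it proposes that CUT&RUNTools helps to find factors that act together.

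**Figure D3:**
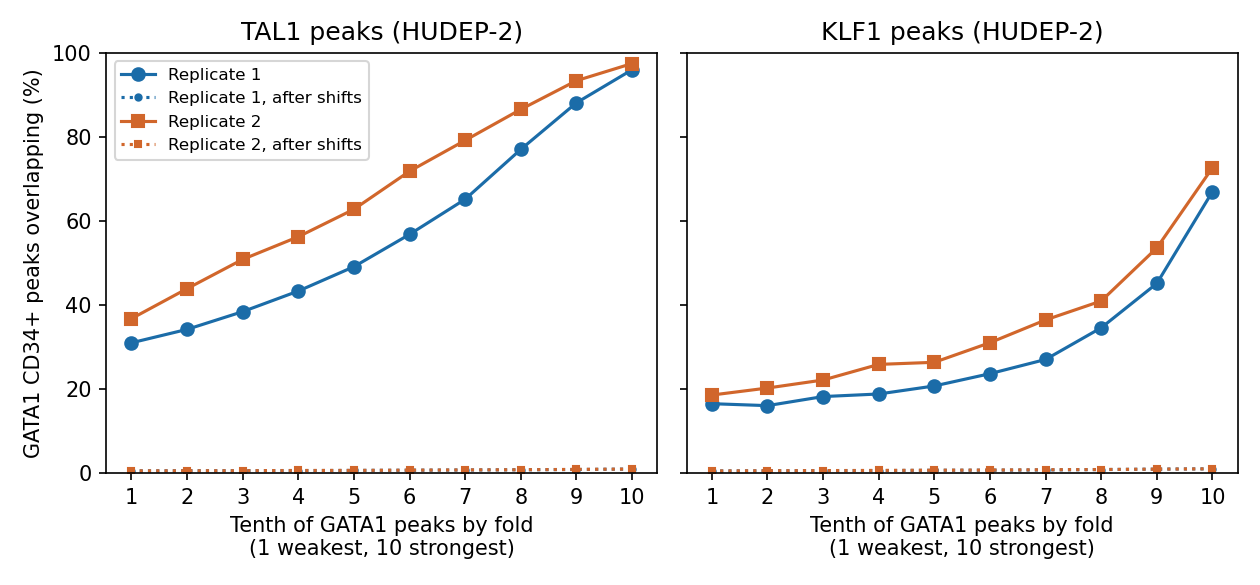
Share of the GATA1 peaks in CD34+ cells (vertical axis, %) that overlap a TAL1 peak (left) or a KLF1 peak (right) of HUDEP-2 cells, for 10 equal classes of the GATA1 peaks by fold enrichment from the weakest (1) to the strongest (10). Solid lines give each replicate and dotted lines the mean after 100 circular shifts, which stays near 1% or lower; the TAL1 share in replicate 1 goes from 31.0% to 96.0%.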

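KLF1 peaks of HUDEP-2 cells were overlapped by 28.8% of the GATA1 peaks in CD34+ cells in replicate 1 (17886 of 62073, 95% Wilson interval 28.5 to 29.2%) and by 34.8% in replicate 2 (17342 of 49793, 34.4 to 35.2%). The mean of 31.8% ± 4.25 (SD, n = 2) compares with 0.760% after circular shifts of the KLF1 peaks (one-sided permutation test, p = 0.001 in each replicate, again the smallest possible). The TAL1 share was higher than the KLF1 share in both replicates, by more than the replicates differed, although the KLF1 list is the longer one. The Jaccard index over pairs of peaks was 0.135 and 0.144. In the weakest 10% of the GATA1 peaks 16.6% and 18.6% overlapped a KLF1 peak, and in the strongest 10% 67.0% and 72.7%. Read from the KLF1 peaks, 21.0% overlapped a GATA1 peak of replicate 1 and 20.4% one of replicate 2. Limiting each list to its top 5000 peaks, an alternative chosen after the values were seen, moved the mean share most, to 16.3%.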

In the case of KLF1, 10,733 of 17,826 (60.2%, Jaccard index = 0.26, *P* < 10^−5^, bootstrap test) predicted GATA1-KLF1 co-binding sites are confirmed by KLF1 CUT&RUN analysis. These results suggest that CUT&RUNTools is useful for uncovering combinatorial regulatory modules.

### Applicability in additional CUT&RUN datasets

To illustrate the broad applicability of our tool, we compared CUT&RUN with ChIP-seq datasets that have been generated for several factors from other labs. For example, we compared the CUT&RUN data for MAX and MYC that were performed previously [5] with the corresponding ChIP-seq experiments from K562 cells in the ENCODE database. Analyses of MAX and MYC experiments using CUT&RUNTools identified 23,153 and 6996 peaks, respectively, which are well enriched in the respective TF motifs—9207 motif sites for MYC and 20,086 motif sites for MAX have been identified, see Fig. 4. As expected, CUT&RUN has improved resolution over ChIP-seq (Fig. 4a, e). We found 6073 out of 9207 instances where MYC and MAX share binding sites or have very close binding locations (< 10 bp) (Fig. 4i), confirming the known dimerization between these two factors. Interestingly, MAX CUT&RUN revealed a 10-bp periodic cut pattern in its summary footprint profile (Fig. 4b). A previous study has found via DNase I footprinting of MAX the enhanced cleavage in nucleosomal DNA separated by areas of increased protection at 10-bp periodicity [21], validating our footprint profile. Like MAX, we believe that CUT&RUN is useful for investigating the nucleosomal binding of transcription factors, in addition to binding at the nucleosome-free regions. It should be noted that to locate nucleosomal binding, the > 120-bp fraction should also be used in CUT&RUNTools as we have done for MYC and MAX.

**Fig. 4:**
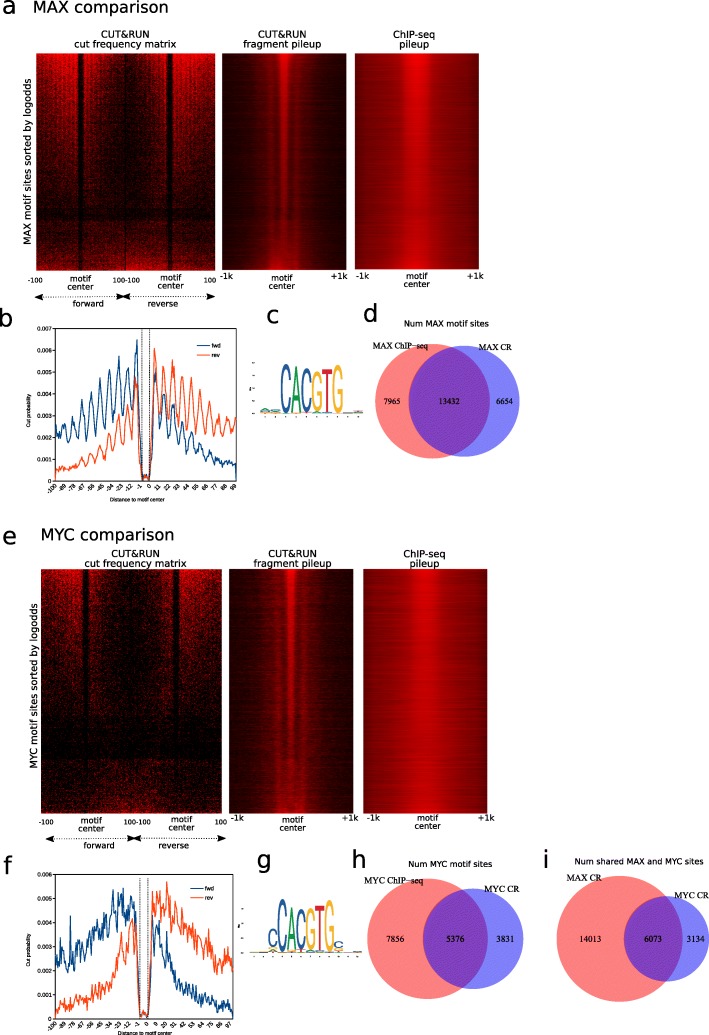
**a**–**d** MAX comparison. **e**–**h** MYC comparison. **a** MAX CUT&RUN cut frequency matrix, fragment pileup, and MAX ChIP-seq pileup (all public experiments). **b** MAX motif footprinting generated by CUT&RUNTools. **c** Enriched MAX motif used to do the motif footprinting analysis. **d** Overlap of MAX motif sites in ChIP-seq and CUT&RUN peaks. **e** MYC CUT&RUN cut frequency matrix, fragment pileup, and MYC ChIP-seq pileup (all public experiments). **f**–**h** Same as **b**–**d** except that the transcription factor is MYC. **i** Overlap of MAX and MYC motif sites in CUT&RUN experiments

### Comparison with existing software packages

Several tools are available for estimating cut matrices from ATAC-seq and DNase-seq data [22, 23]. However, the direct application of such tools to analyze CUT&RUN data often leads to incorrect estimates due to the differences in the experimental protocol (Additional file 2: Figure S7, S8). One reason is that the two ends of each mate of paired reads both do not indicate the ends of a fragment (Additional file 2: Figure S9), making the accounting of cut positions challenging. Another important difference is that Tn5 transposase in ATAC-seq leaves a 4-bp overhang in sequenced fragments [24], whereas pA-MN enzyme in CUT&RUN cleaves surrounding the location of binding sites with no overhang. Specific adjustments are thus required and have been made in the enumeration of the cut matrix to take into account this feature of CUT&RUN (the “Methods” section). Recognizing these differences, we provide an option to tune the cut site offset to make CUT&RUNTools applicable to both CUT&RUN and ATAC-seq footprinting analyses (Additional file 2: Figure S10) and in doing so allow flexibility of experiment type.

Finally, CUT&RUNTools includes several quality control metrics, including fragment size distribution, read duplication rate, library size, adapter content percentage, and alignment percentage to assist users in quality control evaluation of CUT&RUN experiments (the “Methods” section). By further using the number of peaks and the enrichment of the expected motif, users can evaluate the overall success of experiments and validate a given antibody. Additionally, CUT&RUNTools generates publication-quality visualizations to aid biologists in interpreting cleavage data and to substantiate evidence of binding (Fig. 5). The cut frequency track, for example, displays the number of cuts at each nucleotide position within a specified genomic range. A broad-level visualization (300 bp) (Fig. 5a) highlights the location of the motif and other footprints within the region. At 100-bp resolution (Fig. 5b), a genomic sequence view is enabled and the exact locations of cleavage can be seen. These visualizations can be executed simply through user-friendly commands. CUT&RUNTools supports SLURM-based [25] cluster environment and permits simple specification of inputs/outputs, tools, and resource-related parameters through a JSON-formatted configuration file. A detailed usage manual is provided online.

**Fig. 5:**
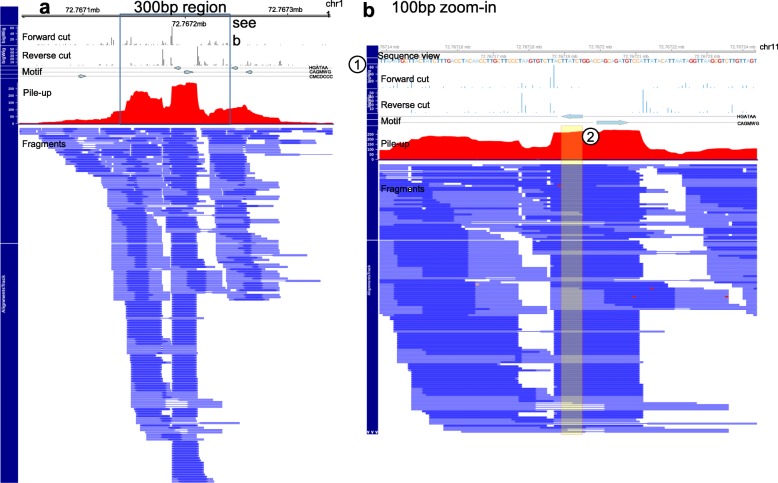
**a** CUT&RUNTools visualization of an example region chr11:72767100-72767300. The top two tracks show the strand-specific cut frequency profiles. The third track is the signal pileup plot. The fourth track is the fragment plot, showing the location and start and end positions of each DNA fragment. Forward cut frequency refers to the end of R1 mate and reverse refers to the end of R2 mate, where the designation of R1 and R2 is based on whether the mate alignment contains the motif or the motif’s reverse complement. **b** A zoom-in view of the same region as **a**. The view contains an additional sequence view (1) and highlighting of HGATAA motif (2)

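The region drawn, on chromosome 11 (hg19), holds a single called GATA1 peak in each CD34+ replicate. It runs from 72767074 to 72767293 in replicate 1 and from 72767083 to 72767300 in replicate 2, with summits at 72767201 and 72767199. The summit pileup was 164 fragments in replicate 1 (fold enrichment 46.7, rank 439 of 62073 peaks) and 189 in replicate 2 (fold enrichment 52.3, rank 324 of 49793). Which replicate is drawn in the visualization is not stated in the legend. The region also holds a peak in each HUDEP-2 library, with a fold enrichment of 44.4 for TAL1, 5.66 for KLF1 and 8.36 for GATA1. The fragment plot and the cut frequencies of the figure need the aligned reads, which are not analysed here.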

Quality control measures such as alignment rate and fragment duplication rate may be used to evaluate CUT&RUN, but we note that due to the differences in the mappability and sequence composition of the antibody-bound DNA, some factors inherently have a low complexity of the binding regions and an increased fragment duplication rate. Users, therefore, need to make judgment calls, for example, whether or not to remove duplicates, on a factor-dependent basis. We also advise an interpretation of the data that is aided by motif and replicate analysis.

## Methods

### CUT&RUN experiments

CUT&RUN experiments were carried out following the nuclei isolation version of the protocol as described [5, 7]. Nuclei from 2 × 10^6^ cells were isolated with NE buffer that consisted of 20 mM HEPES-KOH pH 7.9, 10 mM KCl, 0.5 mM spermidine, 0.1% Triton X-100, 20% glycerol, and 1× protease inhibitor cocktails. The nuclei were captured with BioMagPlus Concanavalin A and incubated with 2 μg primary antibody (α-GATA1, ab11852, Abcam) in 200 μL wash buffer (20 mM HEPES-NaOH pH 7.5, 150 mM NaCl, 0.5 mM spermidine, 0.1% BSA, and 1× protease inhibitor cocktails) for 2 h. Then, unbound antibody was washed away with 400 μL wash buffer twice. Then pA-MN was added at 1:1000 ratio to 200 μL wash buffer and incubated for 1 h. The nuclei were washed again and resuspended in 150 μL wash buffer. CaCl_2_ was next added at a final concentration of 2 mM to activate the enzyme. The reaction was carried out at 0 °C and stopped by 150 μL of 2X STOP buffer (200 mM NaCl, 20 mM EDTA, 50 μg/mL RNase A, and 40 μg/mL glycogen). Protein-DNA complex was released by centrifugation and digested by proteinase K at 50 °C overnight, followed by DNA precipitation by ethanol. The pellet was washed with 70% ethanol and dissolved in 25 μL 0.1× TE (1 mM Tris-HCl pH 8.0, 0.1 mM EDTA). Antibody used for TAL1 and KLF1 CUT&RUN were ab155195 (Abcam) and HPA051850 (Sigma), respectively.

### CUT&RUN library preparation and sequencing

The NEBNext Ultra II DNA Library Prep Kit was used with modifications described previously [7] which aims to preserve short DNA fragments (30–80 bp). Briefly, 6 ng of CUT&RUN DNA were treated with endprep module at 20 °C for 30 min and 50 °C for 1 h to reduce the melting of short DNA. Ligation was performed by adding 5 pmol of NEB adapter and ligation mix and incubated at 20 °C for 15 min. To clean up the reaction, add 1.75× volume of Agencourt AMPure XP beads (Beckman Coulter) to capture short ligation products. PCR amplification was performed for 12 cycles. The resulting libraries were purified with 1.2× volume of AMPure beads then analyzed and quantified by Qubit and Tapestation. The detailed step-by-step protocol can be found at protocol.io (10.17504/protocols.io.wvgfe3w). Libraries with different indexes were pooled, and Illumina paired-end sequencing was performed using Nextseq 500 platform with NextSeq 500/550 High Output Kit v2 (75 cycles) (2 × 42 bp, 6-bp index).

### Detailed implementations

Broadly, CUT&RUNTools consists of trimming, alignment, peak calling, motif finding, cut matrix generation, and motif footprinting steps. The pipeline incorporates specific changes to some of the steps to accommodate the short-read and short fragment characteristics of CUT&RUN. Its cut matrix generation ensures an accurate accounting of cut positions for footprint analyses. These steps are described below.

#### Raw read trimming and alignment

Short fragments are frequently encountered in CUT&RUN experiments due to the fine cutting by pA-MN enzyme. As a result, it is common to expect both mates of DNA fragment to overlap. When the fragment is shorter than the length of a read, then we can expect that adapter run-through will occur. It is thus critical to remove adapter sequences at the end of the reads. To deal with the issues caused by the alignment of short fragments, we made two important modifications to the typical adapter trimming and alignment protocol:

1. An initial trimming was first performed with Trimmomatic [9], with settings optimized to detect adapter contamination in short-read sequences. Trimmomatic is a template-based trimmer. However, reads containing 6 bp, or less, of adapters are not trimmed. Therefore, a separate tool Kseq was developed to trim up to 6-bp adapters from the 3′ end of each read that was not effectively processed by Trimmomatic. Note that this trimming does not affect the cut site calculation, which counts only the 5′ end of sequences. After trimming, a minimum read length of 25 bp was imposed, as reads smaller than this were hard to align accurately.
2. Dovetail alignment policy. Bowtie2 [10] aligns each mate of a pair separately and then discards any pairs that have been aligned inconsistently. Dovetail refers to the situation when mates extend past each other. In the default setting, these alignments are discarded. Dovetail is unusual but encountered in CUT&RUN experiments. The --dove-tail setting [10] was enabled to flag this situation as normal or “concordant” instead of elimination of such reads.

#### Peak calling and motif finding

After alignment, fragments were divided into ≤ 120-bp and > 120-bp fractions. For the rest of the analyses, we used the ≤ 120-bp fraction which is likely to contain TF binding sites [5]. Then, MACS2 was applied with the default narrowPeak setting [11]. Afterward, sequences within 100 bp from the summit of each peak were obtained, and any sequences containing a substantial amount of repeats (as reported by RepeatMask) were removed. These remaining sequences were next used to perform de novo motif searching using MEME [12]. The top 20 motifs were saved for subsequent analyses. FIMO (part of MEME suite [12]) was applied to enumerate all motif sites in the peak regions.

Like other techniques, some fraction of sequenced read pairs appears as duplicates (i.e., with identical start and end positions between duplicates). However, it is argued that nuclease cleavage of chromatin by its stereotypical nature is influenced by conformation of chromatin and/or nuclease bias [26], and shorter DNA fragments also increased the likelihood of identical reads that originated from different cells [27]. Thus, removing duplicates from CUT&RUN experiments should be dealt with caution if the library complexity is not too low (due to extremely low input and/or high PCR cycle numbers). Thus, the default action in CUT&RUNTools is to retain duplicate reads, and users can choose to remove duplicates at their own discretion. We recommend users to be aware of the low complexity of libraries with high duplication rates, as these may indicate a poor quality preparation. Users may repeat peak calling analysis on both duplicate and duplicate-removed instances. By comparing the peak number, motif enrichment, enrichment of expected motifs, and other quality metrics, users may decide whether it makes sense to use the duplicate version for subsequent analysis.

#### Cut matrix generation

For any motif of interest, its corresponding cut matrix was generated as follows. The rows of the cut matrix are the motif sites. The columns are the individual nucleotides in the − 100-bp motif and + 100-bp regions. Cut matrix requires all motif sites to be in a consistent orientation. That is, if the motif occurrence is located on the minus strand in the reference genome, all the cut frequencies in that motif site are flipped, so that − 100-bp position from the old profile becomes the + 100-bp position in the new profile. By convention, a value at *i*th nucleotide means the cut is situated just before *i*th nucleotide. The cut matrix tabulates the frequency of fragments ending in each nucleotide.

To compute strand-specific cut matrix, the ends of DNA fragments that overlap with the motif were assigned to forward and reverse strand cut matrices as follows. For each fragment, define R1 and R2 as two mates. The ends of the fragment are the start of R1 (*s*_1_) and the end of R2 (*e*_2_). If a given motif occurrence appears on the positive strand of the reference genome, then *s*_1_ belongs to the “forward” strand cut and *e*_2_ belongs to the “reverse” strand cut. Otherwise, if the motif occurrence is on the negative strand, then *s*_1_ belongs to the “reverse” strand cut and *e*_2_ belongs to the “forward” strand cut. Likewise, tabulation was repeated for all paired reads and for all motif occurrences, each time separately for each strand.

#### Motif footprinting analysis

A motif footprint is a plot that shows the enzyme cleavages around the motif region, presumably due to the protection of TF-bound DNA. It is typically characterized by a low-cut frequency (or low posterior probability of cut) in the motif core and a high-cut frequency in the motif flanking regions. Prior to footprint analysis, blacklisted regions were excluded from the peak list. Any chromosome M peaks were also excluded. Next, CENTIPEDE [15] was applied to fit a probabilistic bimodal clustering model on the strand-specific cut matrix data which has aligned and centered all motif-containing regions. CENTIPEDE was run with default settings and specifying the length of the motif.

#### Footprint symmetry analysis for identification of primary and secondary motifs

CUT&RUNTools has built in a feature to determine whether a motif footprint is primary or secondary, based on a “footprint symmetry score” (FSS) defined as follows. The footprint profile is first divided in the middle into two halves, and to capture shape information, each half is fitted by an exponential decay curve (of the form *A*_left_ exp (*B*_left_ × *x*) and *A*_right_ exp (*B*_right_) × *x*, respectively) (Fig. 3). The parameter *B*_left_ (and *B*_right_) reflects the ascent rate for the left arm (and the “descent rate” for the right arm). The goodness of fit is quantified using the *R*^2^ statistic, represented by *R*^2^_left_ and *R*^2^_right_. The FSS score is defined as *B*_left_ × *R*^2^_left_ + − 1 × *B*_right_ × *R*^2^_right_. Intuitively, the FSS score measures the rate of increase of cut probabilities in the footprint plot, as the position approaches the motif. This rate should match the respective rate of decrease of cut probabilities as the position is further away from center. A FSS score of > 0.3 and a small difference between *B*_left_ and − 1 × *B*_right_ indicate symmetry of motif footprint. Such a motif is designated primary.

#### Determining direct binding sites

The criteria we used for direct binding sites were as follows: (1) the site must contain a primary motif, (2) the site must fall within a CUT&RUN peak, and (3) the site must have a high binding log-odds, which assesses the compatibility of the cut frequencies at the site with the binding model. Binding log-odds, estimated by CENTIPEDE, is defined as log(*p*/(1 − *p*)) where *p* is the overall posterior probability of binding at each site. The posterior probability for bound case (*p*) is estimated from a multinomial distribution and uses information from the spatial distribution of reads around the motif:

$$ p=R!\prod \limits_{s=1}^S\left(\frac{\lambda_s^{X_s}}{X_s!}\right) $$

where *R* is the total of reads in the region (modeled with a negative binomial distribution), *s* is a position index in the motif, *λ*_*s*_ is the per position posterior probability of cutting, and *X*_*s*_ is the per position number of reads. In the null case (no binding), *λ*_*s*_ is equal to 1/*S* or uniform. Because posterior log-odds log(*p*/(1 − *p*)) is a likelihood ratio, its estimation can use a shorter derived form for simpler numerical computation (see CENTIPEDE [15]). Running CENTIPEDE on a primary motif would satisfy the first two of three criteria already, since footprinting is performed on CUT&RUN peak regions only. Based on the CENTIPEDE result, we set a stringent cutoff of log-odds > 5 to obtain direct binding sites for the motif.

#### Implementation

CUT&RUNTools was implemented using Python, R, and BASH scripts. Visualizations of motif footprints were implemented using matplotlib library in Python. Visualization of single-locus cut profile was implemented using the Gviz R package [28]. Integration of next-generation sequencing tools was achieved using Python and BASH scripts. Configuration of pipeline, including inputs/outputs and prerequisite paths, is specified by a JSON-formatted file. CUT&RUNTools works under the SLURM [25] job submission environment. A usage manual is provided online at the repository link: https://bitbucket.org/qzhudfci/cutruntools.

### Comparison with existing tools

There are two currently available tools for enumerating cut matrices from enzyme cleavage data. One is Atactk, designed for ATAC-seq data, and the other is CENTIPEDE.tutorial, targeted towards DNase-seq. These tools were each applied to CUT&RUN data for the purpose of showing the advantage of CUT&RUNTools. Make-cut-matrix tool from the Atactk package [22] v0.1.5 was downloaded from https://github.com/ParkerLab/atactk, and the CENTIPEDE.tutorial package v1.0 was downloaded from https://github.com/slowkow/CENTIPEDE.tutorial. Make-cut-matrix was run with default settings on GATA1 CUT&RUN data, using HGATAA as the motif. The centipede_data() function of CENTIPEDE.tutorial package was used to generate cut matrix with default parameters. To evaluate the quality of the cut matrix generated by these tools, CENTIPEDE motif footprinting was performed on the generated cut matrices, and the quality of the motif footprint plot was inspected for differences. Two loci were selected to more specifically compare the cut frequency profile estimated by these tools and CUT&RUNTools and illustrate their differences.

To make sure that the cut matrix is accurately estimated for CUT&RUN data, CUT&RUNTools adapts the following changes starting with the make-cut-matrix implementation. Adjustments are written in the form of a “patch,” which is available in the pipeline. First, the default setting of 4-bp cut site offset was removed as it was usually required for ATAC-seq data (due to Tn5 transposase imposing a 4-bp overhang on the sequences [24]). CUT&RUN cuts approximately at the TF binding site, so no cut site offset is required (offset = 0). Second, the position of the reverse strand cut site is noted to be shifted by 1 bp even after setting cut site offset to be 0 (Additional file 2: Figure S11a). This shift has been a remnant feature of ATAC-seq where forward strand has a cut offset of 4 bp while the reverse strand has a cut offset of 5 bp. So, an adjustment of the cut position has been further made to correct this behavior (Additional file 2: Figure S11b). With both of these changes adapted, the cut matrix was independently verified with the fragment end positions produced by bamtobed tool from BEDTools [29] to ensure its accuracy.

### Quality control metrics

CUT&RUNTools reports a number of metrics to evaluate the quality of a CUT&RUN dataset, including fragment size distribution, adapter content percentage, library size, read duplication rate, alignment percentage, number of peaks, and enrichment of expected motif. The fragment size is measured by the start and end positions of a pair of reads in paired-end sequencing. Since the experimental protocol enriches short fragments, it is a routine to ensure that the fragment size is within the expected range (e.g., ≤ 120 bp). The quality of sequence reads is evaluated by the adapter content percentage, which is the percentage of reads retained after the read trimming step. For a good-quality dataset, the number of reads removed by trimming should be less than 10–15%, mostly corresponding to short fragments. A substantially higher number may indicate technical problems such as self-ligation. The library size, which is defined the number of reads in the sample library, should be at minimum 10 million and ideally at least ~ 15–20 million. The read duplication rate is defined as the fraction of paired reads that have identical starts for the first mate and ends for the second mate. A good-quality data should typically have a low read duplication rate (10–15%), although the rate may be higher for factors with an affinity for low-complexity regions. The alignment percentage is computed as the percentage of reads that can be mapped concordantly to the reference genome. For a good dataset, the alignment percentage should be high (e.g., > 90%). CUT&RUNTools detects peaks by applying MACS2 [11] after filtering out a number of uninteresting regions (including RepeatMasked regions, chromosome M, and any blacklisted regions). In case there is prior knowledge regarding the expected number of peaks, this may also serve as a guide to evaluate the quality of the data. For transcription factors with known sequence specificity, the enrichment of the expected motif should be high at the detected peaks. As there is no single score that captures the overall quality, the users are encouraged to make their own judgment call by considering the collective information.

### Installation and usage

Installation instructions are provided at https://bitbucket.org/qzhudfci/cutruntools/src/default/. To use the pipeline, users first create a new job which entails modifying the provided JSON configuration file with information about the sample fastq file path, output path, SLURM resource requirements, and various settings. Then, execute ./create_scripts.py config.json to create a working directory and a set of tailored SLURM submission scripts. Finally, to start the analysis for a sample of interest, users simply execute ./integrated.all.steps.sh GATA1_R1_001.fastq.gz. This script will perform the entire analysis pipeline via a 1-command interface. Options are also available for running the steps of the pipeline individually (see the manual on the website for details).

### Public dataset analysis

In the GATA1 study, GATA1, TAL1, KLF1, and NFE2 ChIP-seq experiments were downloaded from GEO. In the MAX and MYC example, public CUT&RUN samples were downloaded from GEO and compared against ChIP-seq experiments from the ENCODE consortium, see the “Availability of data and materials” section for accession IDs. ChIP-seq raw reads were trimmed, aligned, and subjected to peak calling following standard MACS2 narrow peak settings (-q 0.01 -B –SPMR) [9–11]. CUT&RUN datasets were processed using CUT&RUNTools using the default trimming and alignment settings. For MYC and MAX CUT&RUN, fragments of all sizes were kept so as to capture both free DNA and nucleosomal DNA binding. For TAL1 and KLF1 CUT&RUN, fragments of sizes ≤ 120 bp were selected for downstream analysis. Then, fragments in BAM files were subject to peak calling with MACS2 (default narrow peak settings). To compare with ChIP-seq, we subset the ChIP-seq experiment to most significant peaks to the extent that the resulting peak number is similar to the total peak number in the corresponding CUT&RUN experiment. Where the peak coverage is higher in CUT&RUN than ChIP-seq, subsetting was done instead in CUT&RUN. Then, we performed motif scanning using FIMO [12] to locate peaks containing enriched motif for the factor. The motif instances within the peaks were next overlapped between CUT&RUN and ChIP-seq, and a Venn diagram was drawn [30]. The significance of the overlap was computed using the Jaccard R package using the bootstrap method with bootstrap iterations set to 100,000. Motif scanning and footprinting analyses used the following reference motifs from JASPAR database [31]: MA0140.2 (GATA1.TAL1), MA0493.1 (KLF1), MA0841.1 (NFE2), MA0035.2 (GATA1), MA0058.3 (MAX), and MA0147.3 (MYC). FIMO motif scanning *P* value of 0.0005 was used for all motifs, except MA0035.2 that used *P* = 0.001 due to the motif’s short length.

## Discussion

In summary, CUT&RUNTools provides a means of directly detecting TF binding through assessment of the protection of TF-bound DNA from enzyme cleavages and should enable biologists to realize advantages provided by CUT&RUN. Thus, CUT&RUNTools represents a valuable enabling tool for genomic biologists to analyze and interpret CUT&RUN data and extend insights into the regulatory mechanisms.

## Additional files

Additional file 1: Supplementary Tables S1 - S4.

Additional file 2: Supplementary Figures S1 - S11.

Additional file 3: Review history.

## Data Availability

CUT&RUNTools is released under the open-source GNU General Public License v2.0 and is available at https://bitbucket.org/qzhudfci/cutruntools/src/default/. A copy of the source code has been deposited in Zenodo (doi: 10.5281/zenodo.3374112) [32]. Raw sequencing reads for the CUT&RUN experiments have been deposited at GEO (GSE136251 [33]). We also referenced public datasets in this paper. In the GATA1 study, GATA1 ChIP-seq (GSM2452102), TAL1 ChIP-seq (GSM1067277), KLF1 ChIP-seq (GSM1067275), and NFE2 ChIP-seq (GSM1067276) from GEO series GSE93372 [34] and GSE43625 [35] were used. In the MAX and MYC example, public CUT&RUN samples GSM2433145 and GSM2433146 from GSE84474 [5] were downloaded and compared against the ChIP-seq experiments from the ENCODE consortium (ENCFF713RWU and ENCFF172YQZ) [36].

## References

[1] Solomon MJ, Varshavsky A (1985). Formaldehyde-mediated DNA-protein crosslinking: a probe for in vivo chromatin structures. Proc Natl Acad Sci.

[2] Baranello L, Kouzine F, Sanford S, Levens D (2016). ChIP bias as a function of cross-linking time. Chromosom Res.

[3] Meyer CA, Liu XS (2014). Identifying and mitigating bias in next-generation sequencing methods for chromatin biology. Nat Rev Genet.

[4] Teytelman L, Thurtle DM, Rine J, van Oudenaarden A (2013). Highly expressed loci are vulnerable to misleading ChIP localization of multiple unrelated proteins. Proc Natl Acad Sci.

[5] Skene PJ, Henikoff S. An efficient targeted nuclease strategy for high-resolution mapping of DNA binding sites. Elife. 2016;6:1–35.10.7554/eLife.21856PMC531084228079019

[6] Warfield L, Ramachandran S, Baptista T, Devys D, Tora L, Hahn S (2017). Transcription of nearly all yeast RNA polymerase II-transcribed genes is dependent on transcription factor TFIID. Mol Cell.

[7] Liu N, Hargreaves VV, Zhu Q, Kurland JV, Hong J, Kim W (2018). Direct promoter repression by BCL11A controls the fetal to adult hemoglobin switch. Cell..

[8] Roth TL, Puig-Saus C, Yu R, Shifrut E, Carnevale J, Li PJ (2018). Reprogramming human T cell function and specificity with non-viral genome targeting. Nature..

[9] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics..

[10] Ben L, Steven S (2013). Fast gapped-read alignment with Bowtie 2. Nat Methods.

[11] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, et al. Model-based analysis of ChIP-Seq (MACS). Genome bio. 2015:1–9.10.1186/gb-2008-9-9-r137PMC259271518798982

[12] Machanick P, Bailey TL (2011). MEME-ChIP: motif analysis of large DNA datasets. Bioinformatics..

[13] Neph Shane, Vierstra Jeff, Stergachis Andrew B., Reynolds Alex P., Haugen Eric, Vernot Benjamin, Thurman Robert E., John Sam, Sandstrom Richard, Johnson Audra K., Maurano Matthew T., Humbert Richard, Rynes Eric, Wang Hao, Vong Shinny, Lee Kristen, Bates Daniel, Diegel Morgan, Roach Vaughn, Dunn Douglas, Neri Jun, Schafer Anthony, Hansen R. Scott, Kutyavin Tanya, Giste Erika, Weaver Molly, Canfield Theresa, Sabo Peter, Zhang Miaohua, Balasundaram Gayathri, Byron Rachel, MacCoss Michael J., Akey Joshua M., Bender M. A., Groudine Mark, Kaul Rajinder, Stamatoyannopoulos John A. (2012). An expansive human regulatory lexicon encoded in transcription factor footprints. Nature.

[14] Hesselberth JR, Chen X, Zhang Z, Sabo PJ, Sandstrom R, Reynolds AP (2009). Global mapping of protein-DNA interactions in vivo by digital genomic footprinting. Nat Methods.

[15] Pique-Regi R, Degner JF, Pai AA, Gaffney DJ, Gilad Y (2011). Accurate inference of transcription factor binding from DNA sequence and chromatin accessibility data. Genome Res.

[16] Pevny L, Simon MC, Robertson E, Klein WH, Tsai SF, D’Agati V (1991). Erythroid differentiation in chimaeric mice blocked by a targeted mutation in the gene for transcription factor GATA-1. Nature..

[17] Hasegawa A, Shimizu R. GATA1 activity governed by configurations of cis-acting elements. Front Oncol. 2017;6:1-7.10.3389/fonc.2016.00269PMC522005328119852

[18] Wilkinson-White L, Gamsjaeger R, Dastmalchi S, Wienert B, Stokes PH, Crossley M (2011). Structural basis of simultaneous recruitment of the transcriptional regulators LMO2 and FOG1/ZFPM1 by the transcription factor GATA1. Proc Natl Acad Sci.

[19] Wadman IA, Osada H, Grütz GG, Agulnick AD, Westphal H, Forster A (1997). The LIM-only protein Lmo2 is a bridging molecule assembling an erythroid, DNA-binding complex which includes the TAL1, E47, GATA-1 and Ldb1/NLI proteins. EMBO J.

[20] Kassouf MT, Hughes JR, Taylor S, McGowan SJ, Soneji S, Green AL (2010). Genome-wide identification of TAL1’s functional targets: insights into its mechanisms of action in primary erythroid cells. Genome Res.

[21] Wechsler DS, Papoulas O, Dang CV, Kingston RE (1994). Differential binding of c-Myc and max to nucleosomal DNA. Mol Cell Biol.

[22] Varshney A, Scott LJ, Welch RP, Erdos MR, Chines PS, Narisu N (2017). Genetic regulatory signatures underlying islet gene expression and type 2 diabetes. Proc Natl Acad Sci.

[23] Piper Jason, Elze Markus C., Cauchy Pierre, Cockerill Peter N., Bonifer Constanze, Ott Sascha (2013). Wellington: a novel method for the accurate identification of digital genomic footprints from DNase-seq data. Nucleic Acids Research.

[24] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat Methods.

[25] Yoo AB, Jette MA, Grondona M (2003). SLURM: simple linux utility for resource management.

[26] Vierstra J, Stamatoyannopoulos JA (2016). Genomic footprinting. Nat Methods.

[27] Fu Y, Wu PH, Beane T, Zamore PD, Weng Z. Elimination of PCR duplicates in RNA-seq and small RNA-seq using unique molecular identifiers. BMC Genomics. 2018;19:1-14.10.1186/s12864-018-4933-1PMC604408630001700

[28] Hahne F, Ivanek R (2016). Visualizing genomic data using Gviz and bioconductor. Methods Mol Biol.

[29] Quinlan AR (2014). BEDTools: the Swiss-Army tool for genome feature analysis. Curr Protoc Bioinforma.

[30] Chen H, Boutros PC. VennDiagram: a package for the generation of highly-customizable Venn and Euler diagrams in R. BMC Bioinformatics. 2011;12:1-7.10.1186/1471-2105-12-35PMC304165721269502

[31] Khan A, Fornes O, Stigliani A, Gheorghe M, Castro-Mondragon JA, van der Lee R, et al. JASPAR 2018: update of the open-access database of transcription factor binding profiles and its web framework. Nucleic Acids Res. 2017; Available from: http://academic.oup.com/nar/article/doi/10.1093/nar/gkx1126/4621338.10.1093/nar/gkx1126PMC575324329140473

[32] Zhu Q. CUT&RUNTools. Bitbucket. 2019;doi:10.5281/zenodo.3374112. Available from: https://bitbucket.org/qzhudfci/cutruntools/

[33] Zhu Q, Liu N, Yuan G, Orkin S. CUT&RUNTools: a flexible pipeline for CUT&RUN processing and footprint analysis. Raw sequencing reads. Gene Expression Omnibus. 2019; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136251. Accessed 24 Aug 2019.10.1186/s13059-019-1802-4PMC673424931500663

[34] Canver MC, Wu Y, Stern EN, Needleman AJ, Chen DD, Das PP (2017). Variant-aware saturating mutagenesis using multiple Cas9 nucleases identifies regulatory elements at trait-associated loci. Nat Genet.

[35] Su MY, Bogardus H, Schulz VP, Gallagher PG, Steiner LA, Mishra T (2013). Identification of biologically relevant enhancers in human erythroid cells. J Biol Chem.

[36] Dunham I, Kundaje A, Aldred SF, Collins PJ, Davis CA, Doyle F (2012). An integrated encyclopedia of DNA elements in the human genome. Nature.

# Supplementary material for: CUT&RUNTools: a flexible pipeline for CUT&RUN processing and footprint analysis
**Source:** Genome Biol. 2019 Sep 9;20:192. doi: 10.1186/s13059-019-1802-4
**Supplement:** Supplementary file 1 — Supplementary Tables S1 - S4.

## Tables S1-S4

Table S1: improvement of reads utilization by custom trimming, dovetail alignment

|              | Setting                     | Number of reads | Aligned concordantly 1 or more times |          | Total    | Alignment rate |
|--------------|-----------------------------|-----------------|--------------------------------------|----------|----------|----------------|
|              |                             |                 | 1 time                               | >1 times |          |                |
| CUT&RUNTools | default                     | 28787551        | 13070514                             | 15380579 | 28451093 | 0.9883         |
|              | no dovetail                 | 28787551        | 12804553                             | 15075315 | 27879868 | 0.9685         |
|              | no trimming                 | 31515085        | 11288822                             | 12932597 | 24221419 | 0.7686         |
|              | no trimming and no dovetail | 31515085        | 9003955                              | 11327689 | 20331644 | 0.6451         |

Table S2: Binding log-odds\* for HGATAA motif from GATA1 CUT&amp;RUN

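Each line of Table S2 is an HGATAA site in a GATA1 peak, with its strand and the log-odds that the site is bound, estimated by CENTIPEDE from the cuts around it. The intervals are read here with starts counted from 0, since only then are they as long as the 6-bp motif, and positions are given counted from 1 in hg19. The site with the highest log-odds, 540 in the paper's table, is at 206084287 to 206084292 on chromosome 1 and lay in a peak with a fold enrichment of 61.7 in replicate 1 (rank 64) and 57.3 in replicate 2 (rank 159) of the CD34+ cells. The next lies at 128775881 to 128775886 on chromosome 3, in a peak with fold enrichments of 50.3 (rank 267) and 58.7 (rank 132). The third, at 51161580 to 51161585 on chromosome 19, had the peak with the highest fold enrichments of these, 72.9 (rank 41) and 69.7 (rank 50). The fourth and the fifth are close together on chromosome 15, at 66097636 to 66097641 and 66097670 to 66097675, and share a single peak with fold enrichments of 45.1 (rank 558) and 48.9 (rank 520). No annotation of hg19 was used, so the genes at these sites are not given.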

\* Top 50 sites with highest binding log odds are shown.

Table S3: Summary of motifs found for GATA1 CUT&RUN  
(based on a subset of 5000 peaks)

| MOTIF_INDEX | MOTIF_SOURCE | MOTIF_ID                         | FACTOR     | ALT_ID   | WIDTH | SITES | E-VALUE   |
|-------------|--------------|----------------------------------|------------|----------|-------|-------|-----------|
| 1           | DREME        | HGATAA                           | GATA1      | DREME-1  | 6     | 7321  | 1.1e-1163 |
| 2           | MEME         | BBCTTATCTBH                      | GATA1      | MEME-1   | 11    | 344   | 2.6e-1082 |
| 3           | DREME        | AGATA                            | GATA1      | DREME-3  | 5     | 2771  | 6.9e-688  |
| 4           | DREME        | BCTTATC                          | GATA1      | DREME-16 | 7     | 176   | 7.9e-676  |
| 5           | DREME        | CMCDCCC                          | KLF1       | DREME-2  | 7     | 2014  | 5.9E-94   |
| 6           | DREME        | AGATTA                           |            | DREME-7  | 6     | 1064  | 1.1E-86   |
| 7           | DREME        | CTGATAKS                         | GATA1      | DREME-12 | 8     | 250   | 5.2E-58   |
| 8           | DREME        | MGGAAR                           | ETS1, FLI1 | DREME-4  | 6     | 2923  | 1.5E-41   |
| 9           | DREME        | CAGMWG                           |            | DREME-8  | 6     | 3901  | 2.7E-40   |
| 10          | DREME        | RTGASTCA                         | NFE2       | DREME-6  | 8     | 433   | 6.3E-35   |
| 11          | DREME        | RCCACA                           | RUNX1      | DREME-5  | 6     | 1706  | 4.5E-33   |
| 12          | DREME        | CHGCC                            |            | DREME-10 | 5     | 6795  | 3E-29     |
| 13          | DREME        | CTGATTRG                         |            | DREME-14 | 8     | 173   | 2.4E-26   |
| 14          | MEME         | GGATAAGCACC                      |            | MEME-50  | 11    | 4     | 1.30E-24  |
| 15          | MEME         | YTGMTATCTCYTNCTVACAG             | GATA1/TAL1 | MEME-12  | 20    | 20    | 5.80E-24  |
| 16          | DREME        | CTCCDCCC                         | KLF1       | DREME-9  | 8     | 411   | 3E-21     |
| 17          | DREME        | AMACAS                           |            | DREME-11 | 6     | 2359  | 4.4E-16   |
| 18          | DREME        | CWGTSAC                          | PBX3/MEIS  | DREME-18 | 7     | 512   | 4.3E-13   |
| 19          | MEME         | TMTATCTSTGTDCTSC TTGKC           |            | MEME-30  | 21    | 8     | 1.8E-11   |
| 20          | DREME        | RGAAA                            |            | DREME-13 | 5     | 4901  | 8.5E-11   |
| 21          | MEME         | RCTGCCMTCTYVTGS                  |            | MEME-32  | 15    | 13    | 9.1E-11   |
| 22          | MEME         | GCCCCGCCCTC                      |            | MEME-2   | 11    | 36    | 3.1E-08   |
| 23          | DREME        | ACGT                             |            | DREME-15 | 4     | 909   | 5.9E-08   |
| 24          | MEME         | CATCWCAGCCA                      | GF1B       | MEME-35  | 11    | 11    | 6.4E-06   |
| 25          | MEME         | GCTRYSAGTGABAGAGAMCA             | ZBTB3      | MEME-20  | 20    | 10    | 1.7E-05   |
| 26          | DREME        | CCWCCTCC                         |            | DREME-17 | 8     | 154   | 1.9E-05   |
| 27          | MEME         | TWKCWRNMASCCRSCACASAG            |            | MEME-29  | 21    | 11    | 3.3E-05   |
| 28          | MEME         | GGVCMCAGAGG                      |            | MEME-34  | 11    | 9     | 7.5E-05   |
| 29          | MEME         | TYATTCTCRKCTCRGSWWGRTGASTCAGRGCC |            | MEME-5   | 30    | 3     | 0.00017   |
| 30          | DREME        | AGGCGTGK                         |            | DREME-20 | 8     | 52    | 0.00052   |
| 31          | MEME         | CCCAGGCGTGG                      |            | MEME-33  | 11    | 2     | 0.0011    |
| 32          | DREME        | AAAAAHAA                         |            | DREME-19 | 8     | 240   | 0.0016    |
| 33          | MEME         | CAGCCCCACCC                      |            | MEME-47  | 11    | 2     | 0.0022    |
| 34          | MEME         | CGGCCCCGC                        |            | MEME-8   | 9     | 2     | 0.013     |
| 35          | MEME         | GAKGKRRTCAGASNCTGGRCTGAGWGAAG    |            | MEME-3   | 29    | 7     | 0.02      |
| 36          | MEME         | TCCTGCTSTKG                      | ZIC1/2     | MEME-37  | 11    | 11    | 0.026     |
| 37          | MEME         | GCWCTGCCCTCC                     |            | MEME-15  | 11    | 37    | 0.029     |

Table S4: Footprint shape and symmetry analysis\* (GATA1 CUT&RUN)

| Motif                                  | Ascent rate<br>(1) | R <sup>2</sup> (coefficient<br>determination) | Peak1<br>position | Descent rate<br>(2) | R <sup>2</sup> (coefficient<br>determination) | Peak2<br>position | Footprint<br>Symmetry<br>Score | Δrates (1-2) |
|----------------------------------------|--------------------|-----------------------------------------------|-------------------|---------------------|-----------------------------------------------|-------------------|--------------------------------|--------------|
| DREME-16.BCTTATC                       | 0.017885           | 0.952077                                      | 91                | -0.015968           | 0.972970                                      | 129               | 0.032564                       | 0.001917     |
| DREME-1.HGATAA                         | 0.014891           | 0.969814                                      | 75                | -0.018961           | 0.940017                                      | 113               | 0.032266                       | 0.004070     |
| MEME-1.BBCTTATCTBH                     | 0.018207           | 0.941735                                      | 92                | -0.015034           | 0.972119                                      | 130               | 0.031761                       | 0.003173     |
| DREME-14.CTGATTRG                      | 0.022813           | 0.982532                                      | 77                | -0.007001           | 0.929999                                      | 114               | 0.028925                       | 0.015812     |
| MEME-50.GGATAAGCACC                    | 0.007829           | 0.937589                                      | 80                | -0.021961           | 0.967465                                      | 113               | 0.028587                       | 0.014132     |
| DREME-7.AGATTA                         | 0.006539           | 0.801149                                      | 76                | -0.023579           | 0.967788                                      | 113               | 0.028058                       | 0.017040     |
| DREME-12.CTGATAKS                      | 0.008038           | 0.932221                                      | 76                | -0.020616           | 0.984048                                      | 110               | 0.027780                       | 0.012578     |
| MEME-5.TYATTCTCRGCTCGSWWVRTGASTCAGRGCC | 0.006759           | 0.887717                                      | 75                | -0.021965           | 0.979954                                      | 132               | 0.027525                       | 0.015206     |
| DREME-19.AAAAAHAA                      | 0.025478           | 0.987155                                      | 93                | -0.004194           | 0.515339                                      | 173               | 0.027312                       | 0.021285     |
| DREME-9.CTCCDCCC                       | 0.024397           | 0.990011                                      | 90                | -0.003625           | 0.693915                                      | 145               | 0.026668                       | 0.020771     |
| DREME-6.RTGASTCA                       | 0.005535           | 0.836229                                      | 62                | -0.022152           | 0.984747                                      | 113               | 0.026443                       | 0.016618     |
| MEME-8.CGGCCCCGC                       | 0.023271           | 0.983471                                      | 93                | -0.004910           | 0.705149                                      | 147               | 0.026348                       | 0.018361     |
| MEME-37.TCCTGCTSTKG                    | 0.023555           | 0.979295                                      | 91                | -0.003879           | 0.823788                                      | 139               | 0.026263                       | 0.019676     |
| MEME-32.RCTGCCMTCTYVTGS                | 0.021665           | 0.973954                                      | 93                | -0.005579           | 0.898509                                      | 142               | 0.026114                       | 0.016086     |
| MEME-20.GCTRYSAGTGABAGAGAMCA           | 0.005315           | 0.874646                                      | 78                | -0.021758           | 0.979390                                      | 122               | 0.025958                       | 0.016442     |
| MEME-33.CCCAGGCGTGG                    | 0.005168           | 0.805398                                      | 59                | -0.022106           | 0.984650                                      | 114               | 0.025930                       | 0.016938     |
| DREME-2.CMCDCCC                        | 0.022766           | 0.984864                                      | 90                | -0.004861           | 0.719514                                      | 145               | 0.025919                       | 0.017905     |
| DREME-8.CAGMWG                         | 0.004109           | 0.834260                                      | 74                | -0.022751           | 0.975606                                      | 112               | 0.025624                       | 0.018642     |
| MEME-29.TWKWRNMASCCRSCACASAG           | 0.005768           | 0.905974                                      | 83                | -0.020632           | 0.981285                                      | 124               | 0.025472                       | 0.014864     |
| MEME-30.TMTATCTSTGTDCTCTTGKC           | 0.006531           | 0.922546                                      | 89                | -0.019674           | 0.972762                                      | 122               | 0.025163                       | 0.013143     |
| MEME-3.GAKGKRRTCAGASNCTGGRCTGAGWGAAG   | 0.004464           | 0.791282                                      | 95                | -0.021919           | 0.984111                                      | 132               | 0.025103                       | 0.017455     |
| MEME-15.GCWCTGCTCC                     | 0.003754           | 0.740657                                      | 65                | -0.024095           | 0.913687                                      | 112               | 0.024796                       | 0.020341     |
| DREME-17.CCWCTCC                       | 0.024659           | 0.990057                                      | 88                | -0.001191           | 0.181527                                      | 110               | 0.024630                       | 0.023469     |
| MEME-47.CAGCCCCACCC                    | 0.023026           | 0.985668                                      | 93                | -0.002392           | 0.518524                                      | 120               | 0.023936                       | 0.020634     |
| DREME-10.CHGCC                         | 0.004036           | 0.700540                                      | 70                | -0.021109           | 0.982761                                      | 109               | 0.023572                       | 0.017073     |
| MEME-35.CATCWCAGCCA                    | 0.003658           | 0.715174                                      | 78                | -0.021315           | 0.982304                                      | 112               | 0.023554                       | 0.017657     |
| MEME-2.GCCCCGCCCTC                     | 0.022955           | 0.988390                                      | 95                | -0.002275           | 0.327758                                      | 110               | 0.023434                       | 0.020680     |
| DREME-11.AMACAS                        | 0.004115           | 0.711195                                      | 55                | -0.021011           | 0.974483                                      | 111               | 0.023402                       | 0.016897     |
| DREME-18.CWGTSAAC                      | 0.004215           | 0.750771                                      | 64                | -0.020574           | 0.963616                                      | 109               | 0.022989                       | 0.016359     |
| DREME-5.RCCACA                         | 0.003010           | 0.662202                                      | 79                | -0.020842           | 0.982252                                      | 110               | 0.022465                       | 0.017831     |
| DREME-20.AGGCGTGK                      | 0.020585           | 0.978716                                      | 96                | -0.003452           | 0.656984                                      | 126               | 0.022415                       | 0.017133     |
| DREME-4.MGGAAR                         | 0.001027           | 0.116794                                      | 96                | -0.020259           | 0.967402                                      | 113               | 0.019719                       | 0.019232     |
| MEME-34.GGVCMCAGAGG                    | 0.001975           | 0.280822                                      | 96                | -0.019529           | 0.955259                                      | 114               | 0.019210                       | 0.017554     |

\* For each footprint, we fit the data with  $A \exp(B * x)$ . Ascent rate refers to the parameter B estimated on the left arm of the footprint. Descent rate refers to the parameter B estimated on the right arm of the footprint. See **Fig 3**.

# Supplementary material for: CUT&RUNTools: a flexible pipeline for CUT&RUN processing and footprint analysis
**Source:** Genome Biol. 2019 Sep 9;20:192. doi: 10.1186/s13059-019-1802-4
**Supplement:** Supplementary file 2 — Supplementary Figures S1 - S11.

## Figures S1-S11

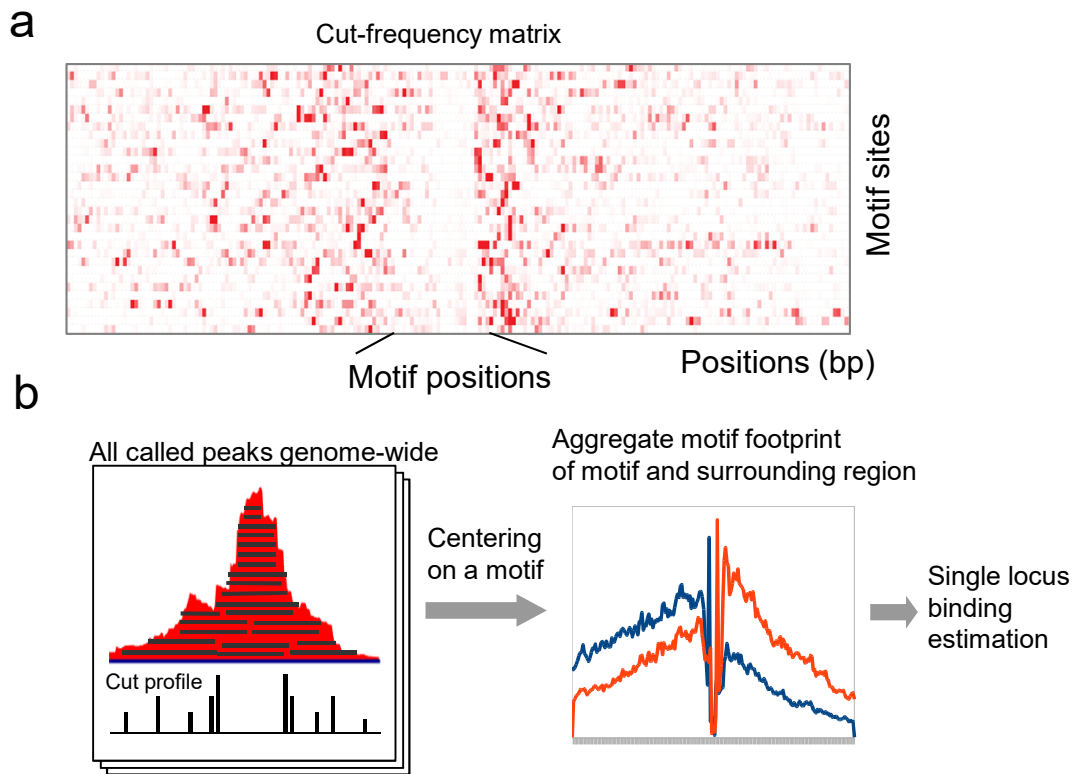

**Fig S1:** a. Illustrative example of a cut frequency matrix. Rows: motif sites. Columns: (-100bp, motif, +100bp) region. Cuts are tabulated at each position of the motif site. Darkness of red indicates more cuts. b. Steps to construct an aggregate motif footprint. First, all peaks are scanned for motif sequence. Then, for each motif occurrence, we obtain cut frequency on (-100bp, +100bp) region centered on motif. Next, CENTIPEDE computes the posterior probability of cutting at each position of the motif site using an iterative procedure based on the spatial distribution of reads around motif. The output is the posterior probability of cutting per position, a number weighted from all motif sites according to each site's overall probability value.

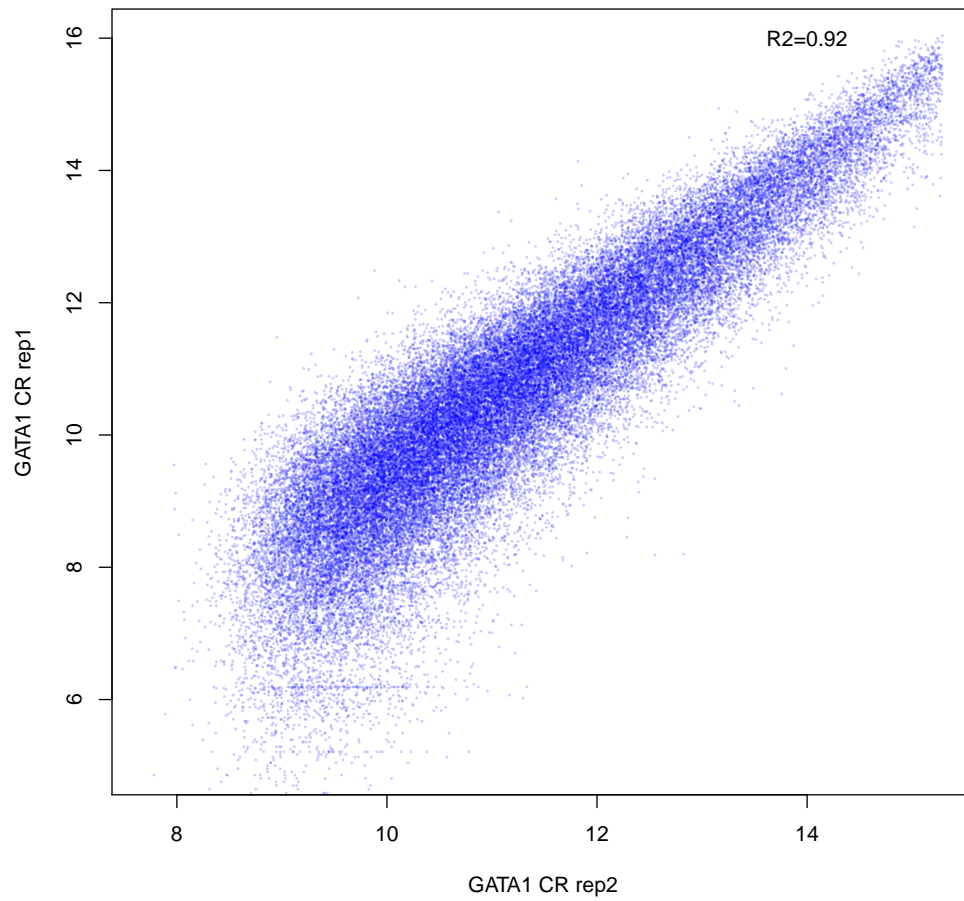

**Fig S2:** Correlation between GATA1 CUT&RUN replicates. Peak signal (i.e. fragment coverage) was computed for each replicate 1 and 2 for 40,000 shared peaks between the replicates.

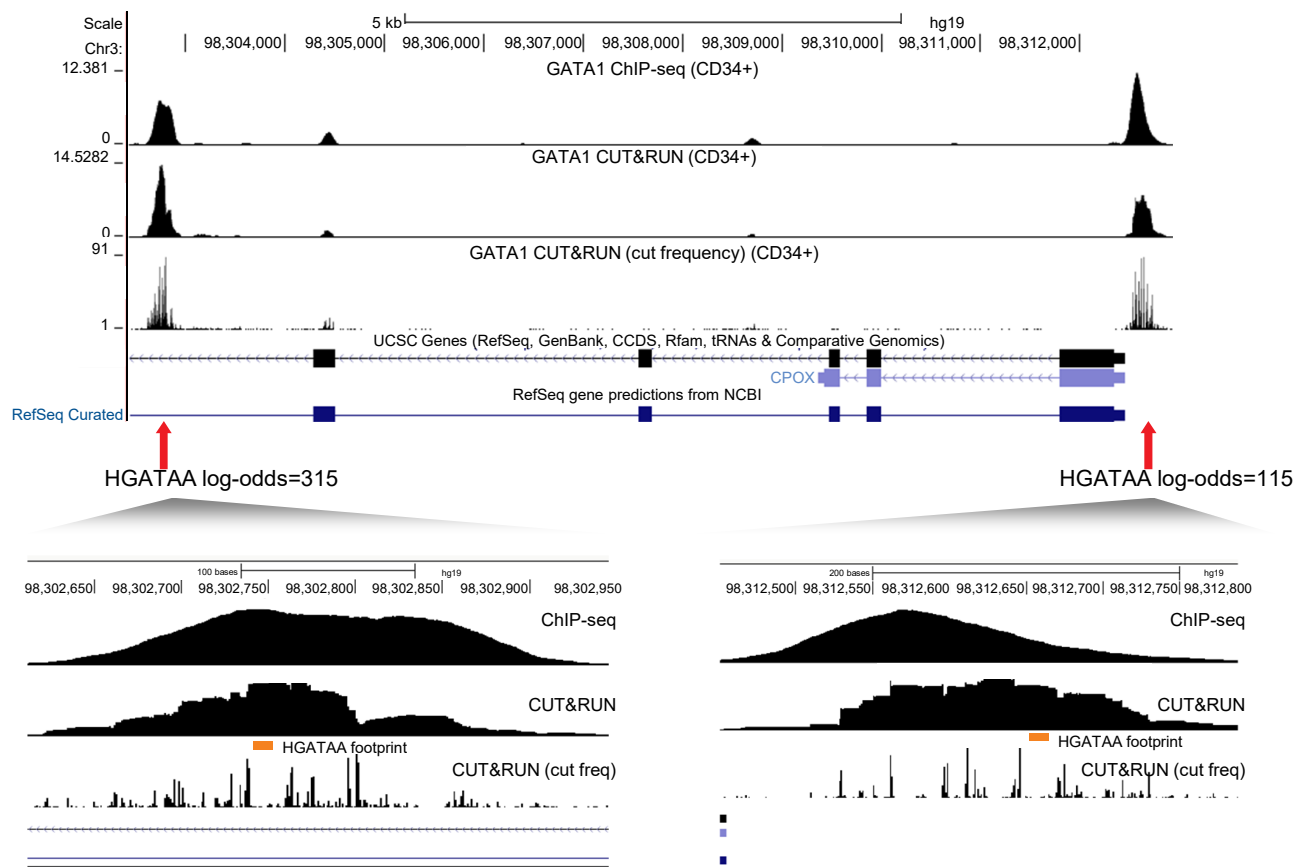

**Fig S3:** Validation of two GATA1 sites at the CPOX gene locus. GATA1 binding at these sites is confirmed based on a previous report [35]. CUT&RUNTools predicts binding with highly significant log odds of 315 and 115 respectively, which are ranked in the top 0.1% and 2% of all sites. A zoom-in view is provided on each site to show 1) ChIP-seq profile, 2) CUT&RUN coverage profile, 3) CUT&RUN cut frequency profile. Cut frequency profile shows a series of footprints that may correspond to GATA1 and other transcription factors.

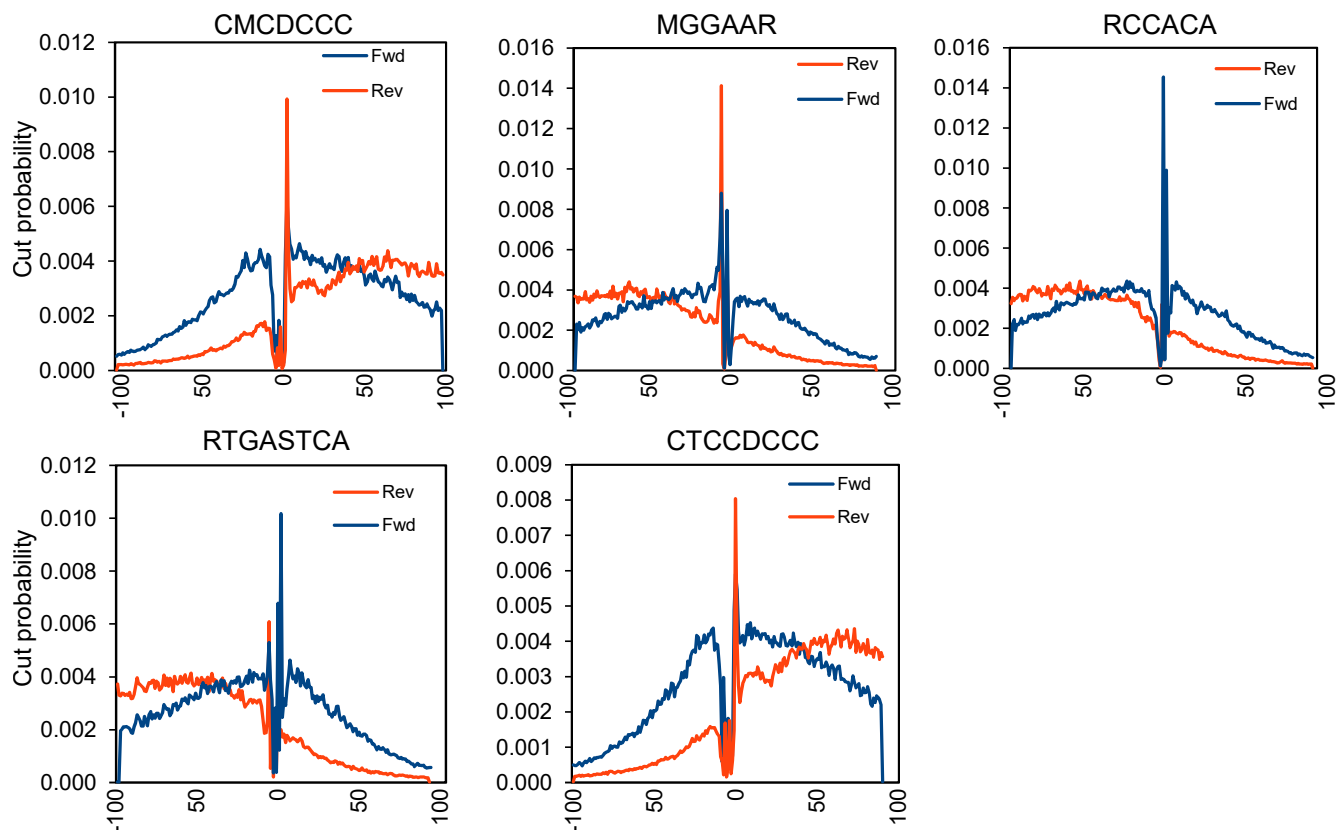

**Fig S4:** Examples of secondary motifs detected from GATA1 CUT&RUN experiment. Secondary motifs in general have asymmetrical footprint shapes and usually indicate factors that co-occur with the primary antibody. From left to right, these motifs correspond to factors KLF1, ETS1, RUNX1, NFE2, and KLF1.

## GATA1-TAL1 composite

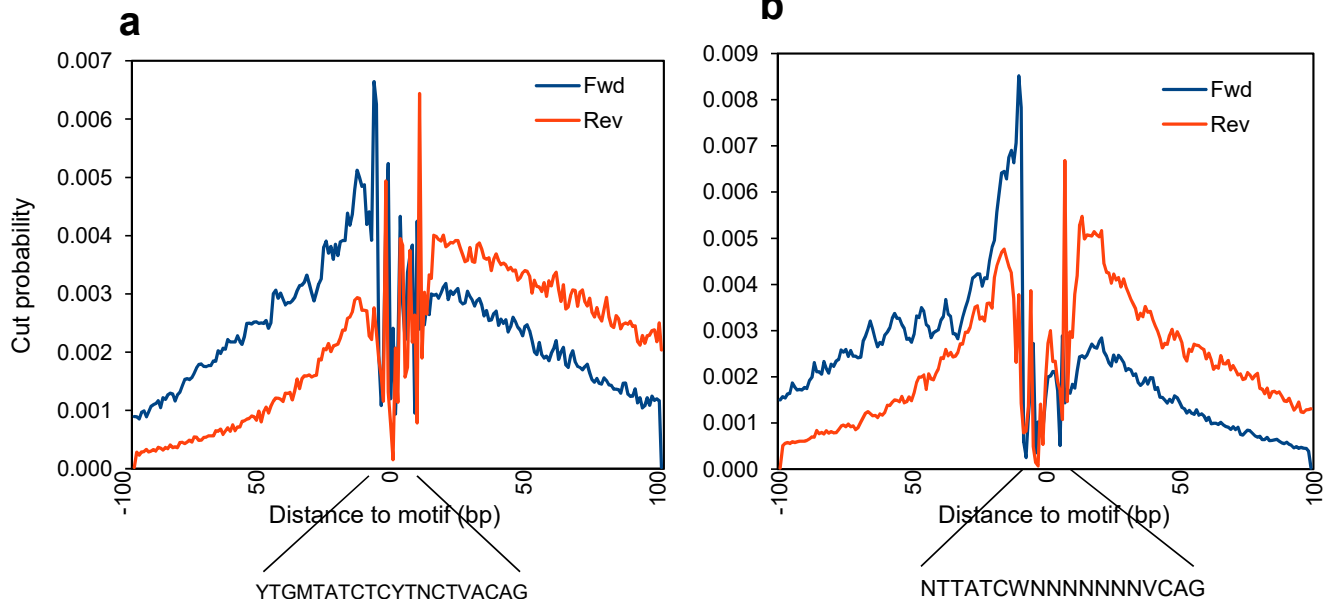

**Fig S5:** GATA1-TAL1 composite motif footprint a. using the motif that is found *de novo*, and b. using the motif that is from JASPAR motif database.

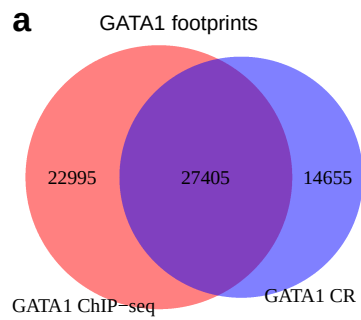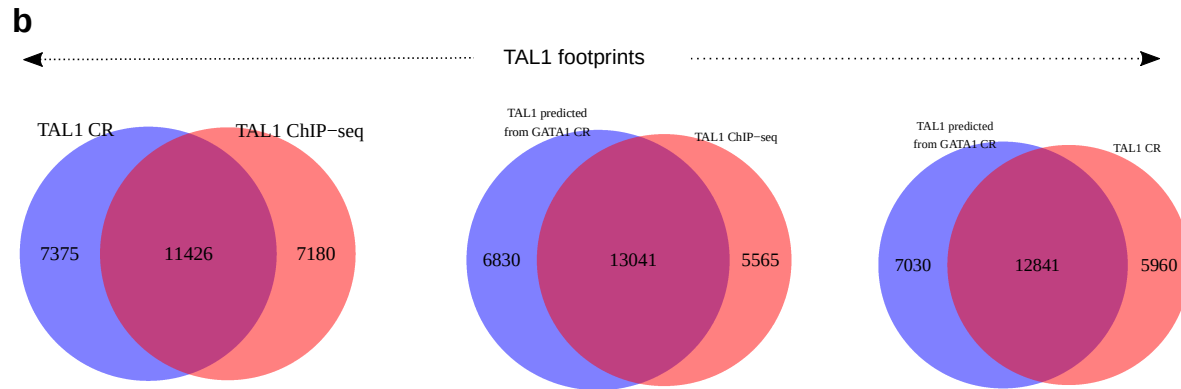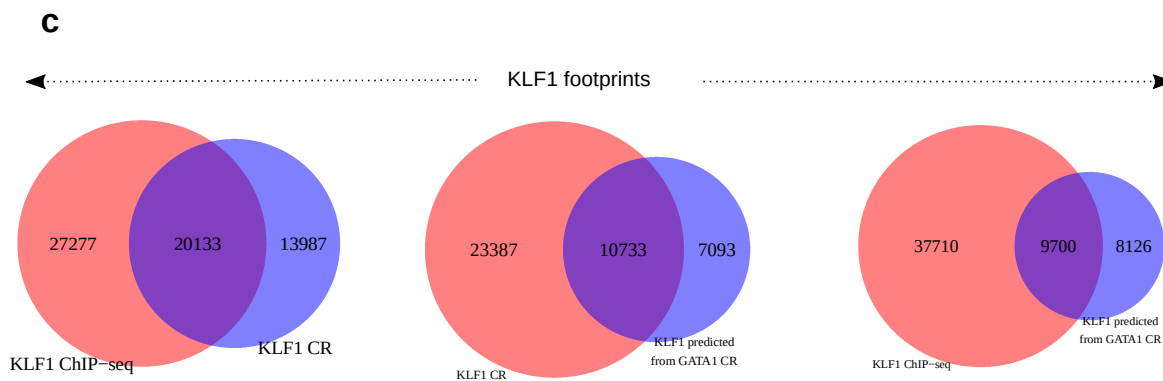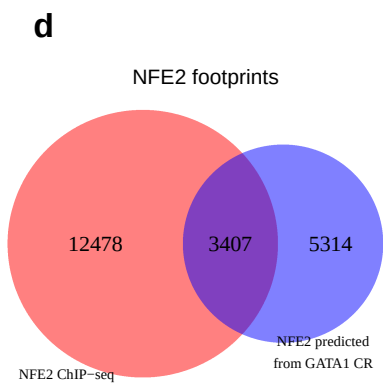

**Fig S6:** GATA1 co-factor analyses. a. GATA1 ChIP-seq vs. GATA1 CUT&RUN comparison. Number of overlapping GATA1 footprints (i.e. GATA1 motif sites located in overlapped peaks) is shown. b. TAL1 footprints. *Left:* comparison between ChIP-seq and CUT&RUN. *Middle:* number of TAL1 sites in GATA1 CUT&RUN that overlap with TAL1 ChIP-seq. *Right:* number of TAL1 sites in GATA1 CUT&RUN that overlap with TAL1 CUT&RUN. c. KLF1 footprints. Same as b, except that the transcription factor is KLF1. d. NFE2 ChIP-seq vs. NFE2 predicted from GATA1 CUT&RUN.

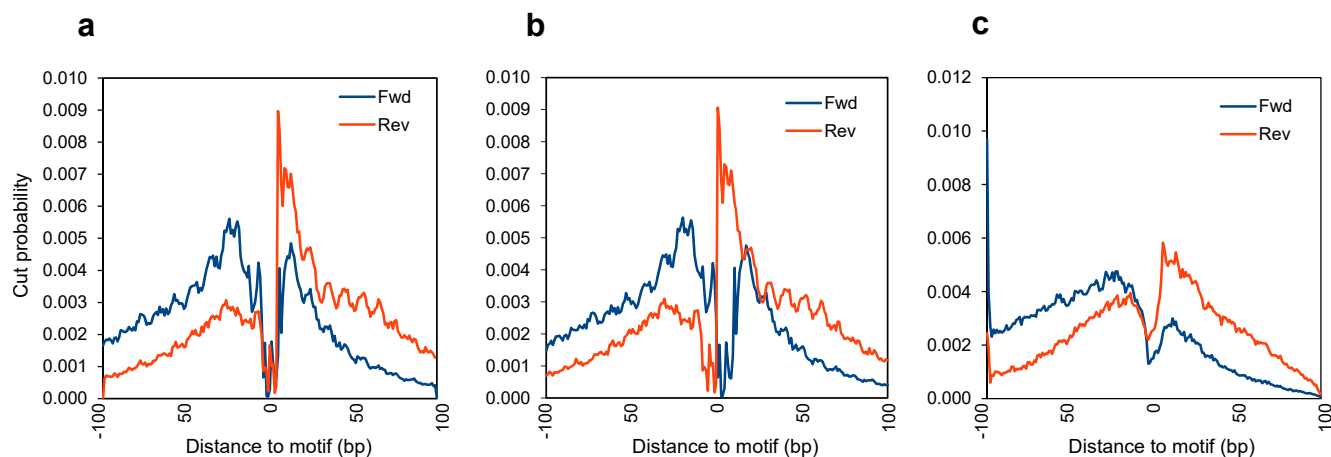

**Fig S7:** Comparisons of HGATAA motif footprint using the cut matrix enumerated by a. CUT&RUNTools, b. Atack, and c. CENTIPEDE.tutorial. Options b. and c. are unsuitable for CUT&RUN data as they are specifically designed for ATAC-seq and DNase-seq data respectively. They miscalculated the cut matrix. See Fig S8 for numerical comparisons of the cut matrices.

**a** Chr1:32510-32516. HGATAA on (-) strand

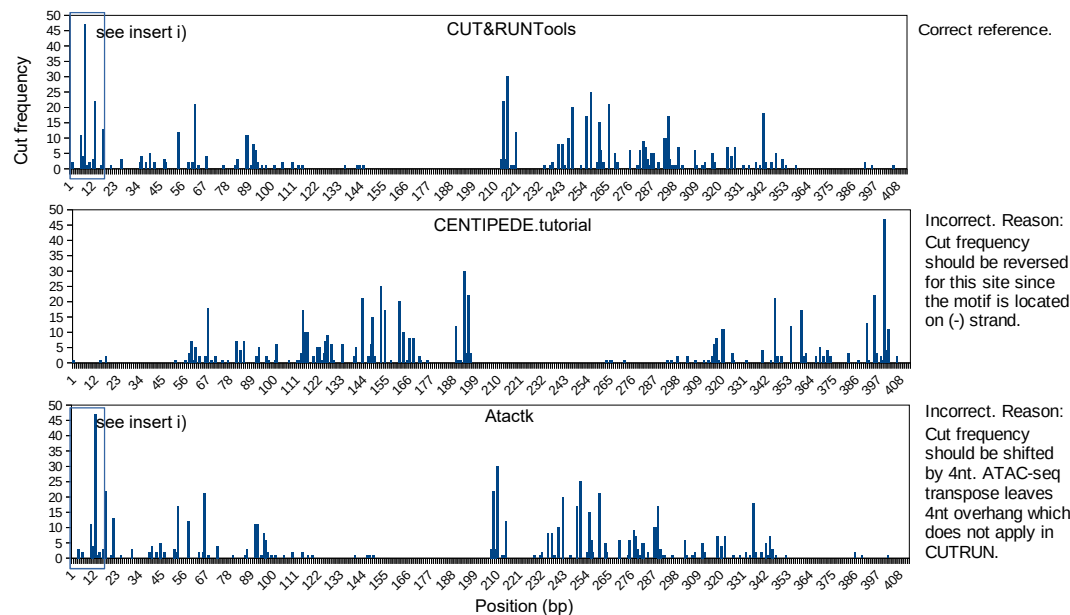

**b** Chr1:32592-32598. HGATAA on (+) strand

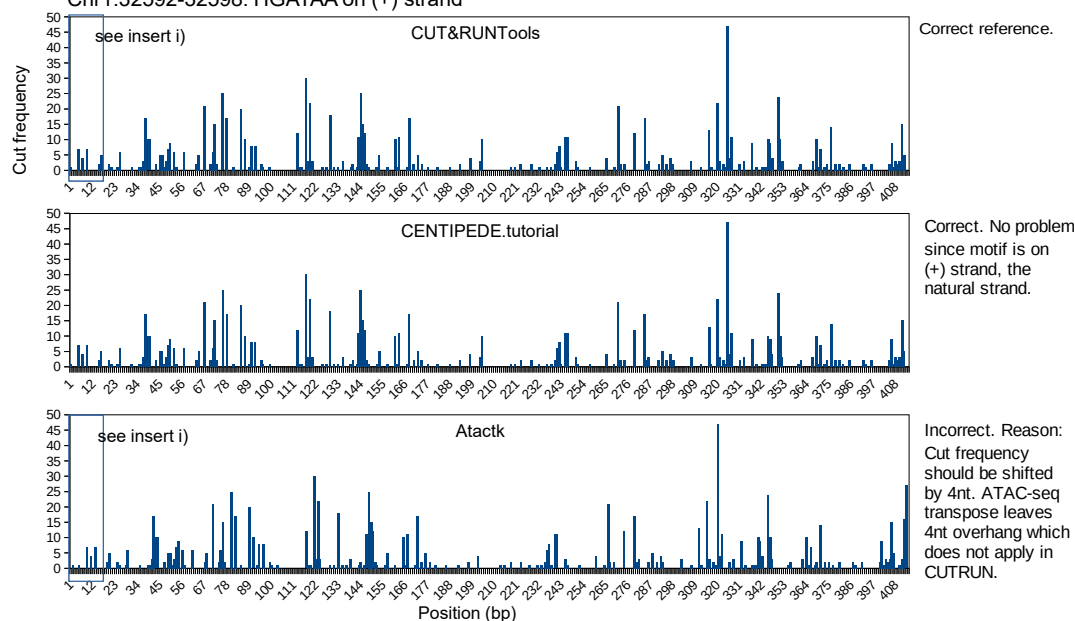

**Fig S8:** a. Cut matrix comparison between CUT&RUNTools, CENTIPEDE.tutorial, and Atack. Cut frequency is presented as a bar plot on HGATAA motif site that is located at **chr1:32510-32516, strand (-)**. Plot shows cuts in 206bp regions surrounding this site. The first 206bp indicates cuts on forward strand, and the next 206bp shows reverse strand. Insert (i) shows the zoom-in of first 20bp of CUT&RUNTools and Atack, showing a 4bp shift between their profiles. CENTIPEDE.tutorial and Atack both miscalculated cuts when applied to CUT&RUN data. Right-hand side shows the reason for the errors. Specifically, the cut matrix generated by CENTIPEDE.tutorial should be reversed since motif is on (-) strand, and Atack's matrix is off by 4bp. b. Cut matrix comparison between CUT&RUNTools, CENTIPEDE.tutorial, Atack.

Cut frequency is shown for HGATAA motif located at **chr1:32592-32598, strand (+)**. Plot shows cuts in two 206bp regions surrounding motif (-100bp, motif, +100bp). First 206bp: forward strand. Next 206bp: reverse strand. Insert (i) shows the zoom-in of first 20bp of CUT&RUNTools and Atrack. Atrack contains errors in the estimated cuts. Right-hand side shows the reason for error.

## Anatomy of DNA fragment

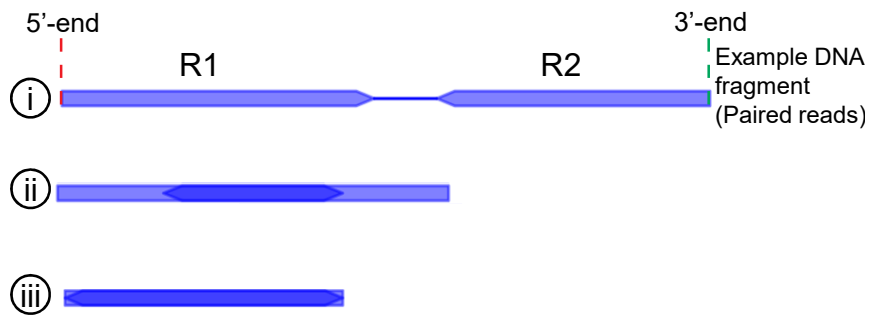

**Fig S9:** Anatomy of DNA fragment with both mates of a pair (R1, R2) indicated. Three scenarios of a DNA fragment could occur: i) R1 and R2 has a gap (unsequenced region) in the middle. ii) R1 and R2 overlap partially. iii) R1 and R2 completely overlap. Ends of a read do not always correspond to a fragment end, due to unsequenced region. The 5'-end of a read is used to indicate fragment ends.

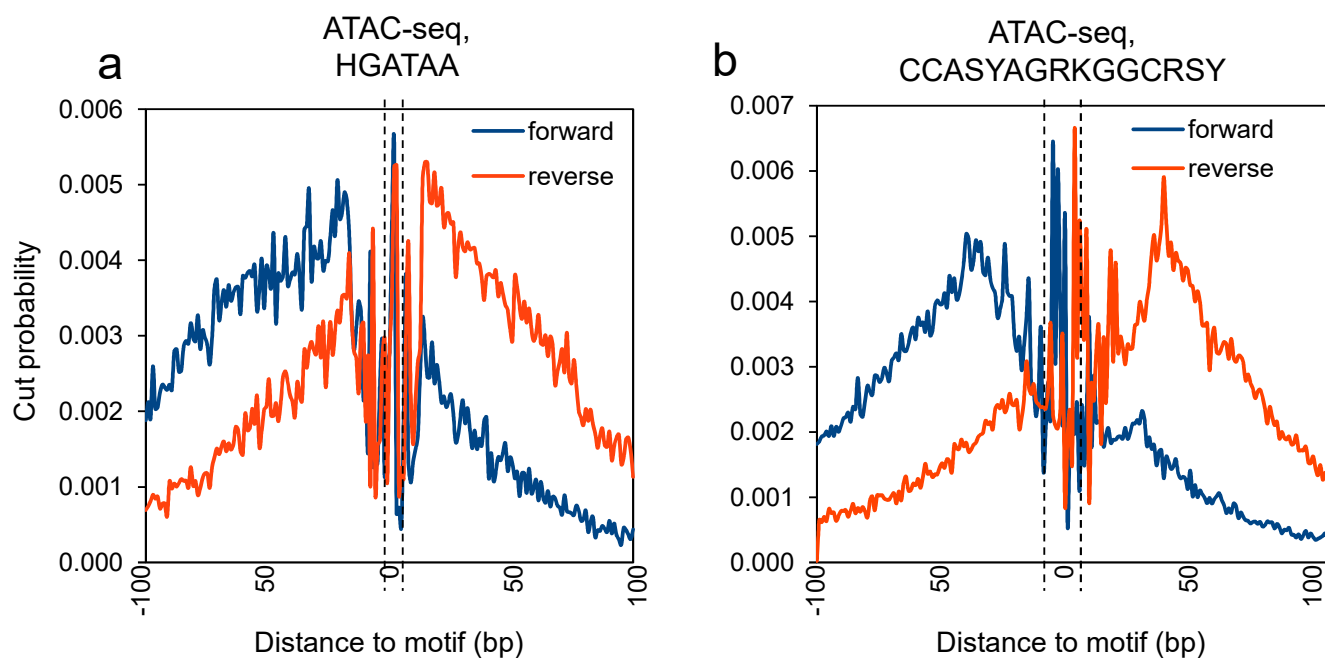

**Fig S10:** Application of CUT&RUNTools on ATAC-seq data. Motif footprinting analysis was performed on two given motifs, GATA1, and CTCF on ATAC-seq HUDEP-2 cells. CUT&RUNTools was able to generate a motif footprint in each case. A cut site offset of 4bp was used.

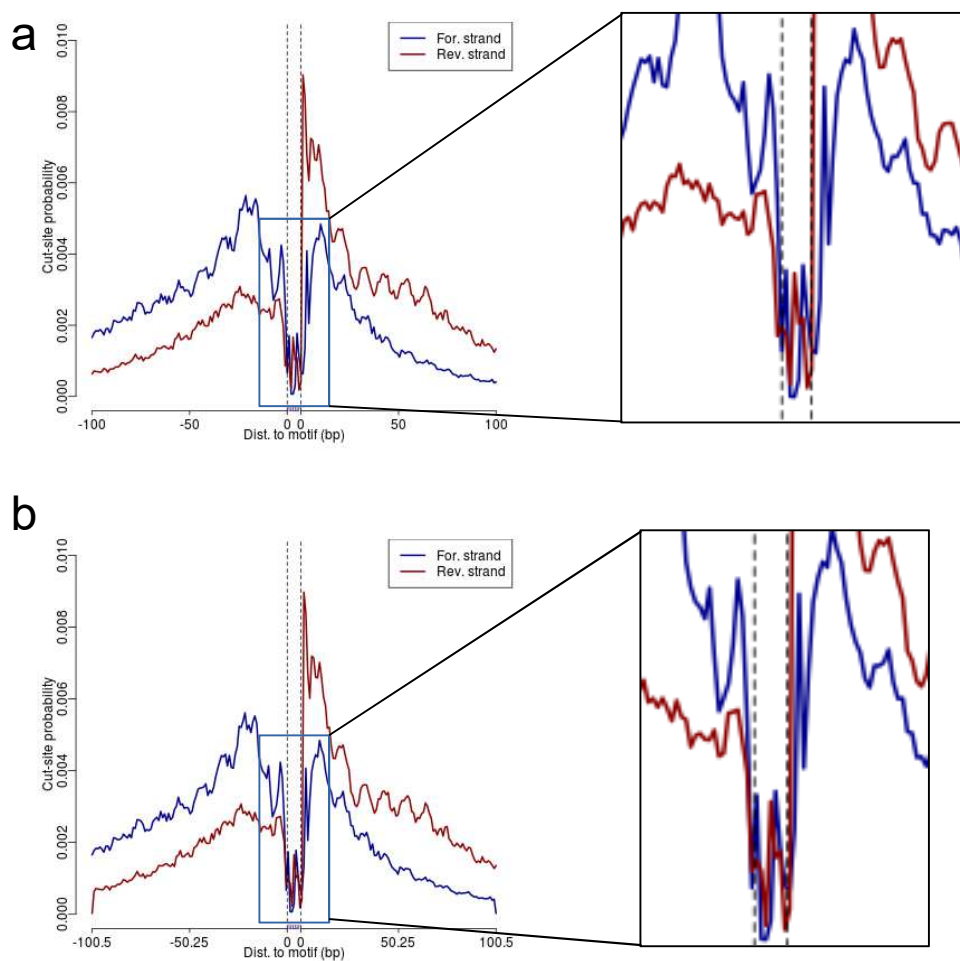

**Fig S11:** a. With cut site offset set to 0, atack-generated cut matrix creates a motif footprint that is close to the correct solution (see b), but is still incorrect because the forward and reverse strands are misaligned by 1bp (see insert). b. The correct motif footprinting plot estimated by CUT&RUNTools.

How the deposited data were processed for this re-analysis (not part of the article)

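The data are CUT&RUN peak lists from 5 libraries: GATA1 in 2 replicates of CD34+ cells that had differentiated for 7 days, and TAL1, KLF1 and GATA1 in HUDEP-2 cells (1 library each), for which the sample labels give 4 days of differentiation. The title of the GATA1 HUDEP-2 sample does not say that the cells were differentiated and its peak names carry no day, unlike those of TAL1 and KLF1, so its day rests on the other labels alone. The paper's text does not name the cells of the TAL1 and KLF1 libraries and does not describe the GATA1 HUDEP-2 library. Samples were assigned from the sample labels and the paper. The peak names inside the list of GATA1 CD34+ replicate 2 carry the tag of day 9, and this library is treated as day 7, as the labels and the paper have it.

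The authors trimmed the reads with Trimmomatic and Kseq, aligned them with Bowtie2 with dovetailed pairs allowed, kept fragments of at most 120 bp and called peaks in each library with MACS2 in the default narrow peak setting. CUT&RUNTools keeps duplicate fragments by default; what was done for these libraries is not given in the lists. The coordinates are those of hg19. The deposited fold enrichment is a ratio, MACS2's (pileup + 1) / (background + 1) at the summit, and describes a peak only relative to its own library. The deposited -log10 p-value and -log10 q-value come from MACS2's Poisson model, and the deposited score is the -log10 q-value times 10, without decimals. No list goes beyond a q-value of 0.01: the largest q-value was between 0.00969 and 0.00999. No control library is named, and no list of regions that collect fragments with any antibody was used here. The paper states that blacklisted regions were excluded before footprinting. Its section on quality control also has repeat-masked, chromosome M and blacklisted regions filtered out before CUT&RUNTools detects peaks. Whether the deposited lists were filtered in this way was not examined.

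Peaks on chromosomes 1 to 22 and X were used, which left out between 0.502% and 1.13% of the peaks of a list. The summit pileup and the background were recovered for each peak by searching the whole-number pileup whose Poisson tail gives the listed p-value at the listed fold enrichment; the listed p-value had to be met within 0.01 on the -log10 scale plus a relative tolerance of 1e-05, and all but a few peaks of each list met this. The relative part was added after the values of the highest pileups were seen, and its effect is given in the closing section. The depth of a library is known only through MACS2's lowest background, which scales with the number of fragments times their length: 0.549 and 0.392 fragments per bp for GATA1 in CD34+ cells (replicates 1 and 2), 0.487 for TAL1, 1.12 for KLF1 and 0.554 for GATA1 in HUDEP-2 cells. A deeper library allows weaker peaks to be called, so peak numbers and overlap shares depend on depth as well as on binding.

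Overlap was counted from 1 bp. Shared peaks of the replicates are pairs that are each other's largest overlap. Peak lists were compared with 1000 circular shifts of the second list within each chromosome, each by at least 1 Mb (one-sided permutation test). Results for GATA1 in CD34+ cells are the mean of the 2 replicates, with the value of each. Shares of a single library have 95% Wilson intervals, which cover counting error only. Peaks were ranked by fold enrichment within their own list. The alternatives set before the data were examined were a q-value of 1e-05 or less, the top 20000 peaks of each list, a reciprocal overlap of at least 50%, the summit of the first list within a peak of the second, a local shift of 10 to 100 kb, Pearson's r of the log2 pileup, and each replicate left out. The loci named are those the paper names (both CPOX sites and the region of Fig. 5), the 5 sites of Table S2 with the highest log-odds, and the 5 shared GATA1 peaks whose worse rank is best. The region searched for the second CPOX site was read from Fig. S3 by eye.

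The methods were tested on simulated data. For the recovery, 20000 pileups were simulated, and those with a low fold enrichment were left out. The tolerance was used without its relative part. Of the simulated pileups that met it, at least 99.99% were returned exactly. The simulated pileups did not extend to the highest pileups of the lists, so the recovery of those and the relative part were not tested. The overlap step returned 60.3% where 60% had been planted among 20000 peaks, and 4 of 100 runs on unrelated lists gave a p-value of 0.05 or less. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

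No hg19 sequence or annotation was used. The planned motif results (the share of peaks with HGATAA or a co-factor motif, the spacing of GATA1 and TAL1 motifs, and the motif sites within TAL1 and KLF1 peaks) were therefore not run, and footprints, log-odds scores and footprint symmetry, which need the aligned reads, are not analysed here. The only gene name used is CPOX, which the paper gives and which the RefSeq gene table of GRCh38.p14 lists; coordinates of that table were not used. Alternatives that apply only to those motif results were likewise not run. The ChIP-seq data and the MAX and MYC data are not analysed here.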

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

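The tests of list length, fragment number, sites bound only in HUDEP-2 cells, CD34+ peak shares, read background and very high pileups were chosen only after the result was seen.

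GATA1 in HUDEP-2 cells is a library that the paper does not report on. Of its peaks, 77.2% overlapped a GATA1 peak of CD34+ replicate 1 and 68.1% one of replicate 2, a mean of 72.6% ± 6.41 (SD, n = 2), against 0.563% after circular shifts (one-sided permutation test, p = 0.001 in each replicate, the smallest that 1000 shifts allow). In the other direction, 27.7% and 30.4% of the GATA1 peaks in CD34+ cells overlapped one of its 22376 peaks. Those shares are lower than the TAL1 shares of the same peaks. A shorter list alone does not account for this order. With the top 20000 peaks of each list, the TAL1 share was still 12.7 percentage points above the GATA1 HUDEP-2 share as a mean of the replicates. The order held in both replicates with the top 5000 and the top 10000 peaks, but with the top 2000 peaks it held only in replicate 2 (42.4% against 34.6%), while in replicate 1 the TAL1 share was 38.5% and the GATA1 HUDEP-2 share 39.6%. The tables also argue against fewer fragments, since the lowest MACS2 background was 0.554 fragments per bp in the GATA1 HUDEP-2 library and 0.487 in the TAL1 library. The share of fragments that fall in peaks, the antibody and the state of the cells, whose day of differentiation is less certain for this library than for TAL1, stay open, and a difference in any of these may contribute. Each HUDEP-2 factor has 1 library, so none of them was tested.

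Chromosomes 6, 8, 19 and 21 held more of the peaks of the HUDEP-2 libraries than of the CD34+ libraries, a signal that the paper does not report on. The 4 chromosomes were picked after their shares were seen, and the tests use the same libraries. Their share of the autosomal peaks relative to the mean CD34+ share was 1.39 for TAL1, 1.82 for KLF1 and 1.30 for GATA1 in HUDEP-2 cells. The highest single ratio among these 4 was that of chromosome 8 for KLF1, 2.32. With the top 20000 peaks of each list the ratios were lower, 1.15 for TAL1, 1.45 for KLF1 and 1.28 for GATA1, so that most of the TAL1 excess was not seen in lists of equal length. Too few CD34+ peaks on these chromosomes is argued against, since they held 14.9% of the CD34+ autosomal peaks and 14.7% of the autosomal length spanned by peaks. Sites bound only in HUDEP-2 cells are argued against as the whole cause for TAL1 and GATA1, since the pileup was also raised at peaks called in CD34+ cells too. The mean log2 ratio of the pileup on these chromosomes was 0.51 for TAL1, 0.56 for KLF1 and 0.42 for GATA1, and -0.0055 between the CD34+ replicates. The KLF1 mean rests on chromosome 19 (1.57). For KLF1 on chromosomes 6, 8 and 21 (0.08, 0.29 and 0.30) such sites stay open as a cause, since another autosome reached 0.53. Over the 7315 ways to choose 4 of 22 autosomes, the exact permutation p-values (one-sided) were 0.00014, 0.0097, 0.00014 and 0.61, where 0.00014 is the smallest possible, or 0.00028, 0.013, 0.00028 and 0.61 with Benjamini-Hochberg adjustment over the 4 comparisons. These p-values are too small to the extent that the chromosomes were picked from the same libraries. Among the weaker peaks, the local background was raised more often on these chromosomes than on the others, by at least 10.3 percentage points in each HUDEP-2 library and at most 1.02 in the CD34+ libraries. A candidate explanation for both values is extra copies of these chromosomes in the HUDEP-2 cells. A higher read background from another source would also give the second value. Not all values follow from copy number alone. For KLF1 the log2 pileup ratio was 0.08 on chromosome 6, 0.29 on chromosome 8, 0.30 on chromosome 21 and 1.57 on chromosome 19, while chromosome 16, which is not among the 4 and held no excess of KLF1 peaks (share ratio 0.935), had 0.53. The 4 chromosomes are those with an excess in all 3 HUDEP-2 libraries. In the TAL1 library chromosome 18 had a share ratio of 1.35 and a log2 pileup ratio of 0.30, with a share ratio above that of chromosomes 6 (1.26) and 19 (1.24), while its share ratio was 1.09 for KLF1 and 0.864 for GATA1 in HUDEP-2 cells and its log2 pileup ratio -0.13 and 0.12. Chromosome 18 is therefore left open. The karyotype of the cells was not examined here.

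Very high pileups occurred in the GATA1 CD34+ libraries, at peaks that the paper does not discuss. The highest recovered pileup of replicate 1 was 92631 fragments and that of replicate 2 was 69766, against a median of 16 and 17. In all, 69 peaks of replicate 1 and 65 of replicate 2 had a pileup of 1000 or more. That these are the strongest GATA1 sites is argued against by their width, which was 0.419 times that of the peaks with pileups of 200 to 1000 (119 and 127 bp against 299 and 288 bp). Of these peaks, 61.2% also had a pileup of 1000 or more in the KLF1 library, against 1.92% and 1.29% of the peaks with pileups of 200 to 1000. The contrast was small in the GATA1 HUDEP-2 library. There, 69.1% of the 68 peaks with a pileup of 1000 or more reached 1000 in the KLF1 library, against 57.5% of the 73 with 200 to 1000. Such a pileup in the KLF1 library does not by itself show that the antibody plays no part. The 61.2% depends on the tolerance with which a pileup had to meet the listed p-value. The tolerance that was used first, a fixed one, gave 37.6% from 43 and 47 peaks. The relative tolerance behind the 61.2% was adopted only after that value was seen, because the fixed one left out the highest pileups, and no tolerance at all gave 65.7%. The share of the CD34+ peaks with pileups of 200 to 1000 was 1.74% and 1.19% with the fixed tolerance and 1.92% and 1.29% with none. The width ratio was 0.389 to 0.431. With the relative tolerance, 27 of the 69 peaks of replicate 1 and 26 of the 65 of replicate 2 had a pileup of 1000 or more in the TAL1 library, and 61 and 56 had one in the GATA1 HUDEP-2 library. Fragments that pile up there whatever the antibody may be the source of part of these peaks. Whether this holds for most of them stays open, since the share in the KLF1 library lies above or below 50% with the tolerance, the share in the TAL1 library is lower, and no control library was used. Leaving out the peaks with a pileup of 1000 or more changed the rank correlation of the replicates from 0.817 to 0.816.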

How the results depend on the processing

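The alternatives with top 5000 peaks, peaks shared by both replicates, pileups under 1000, coverage and the tolerance of the pileup were chosen only after the result was seen.

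The shares of GATA1 peaks that overlapped TAL1 or KLF1 peaks stayed above the shifted shares with p = 0.001 in every alternative with a permutation test, the smallest value that 1000 shifts allow. They ranged from 52.3% to 73.4% for TAL1 and from 16.3% to 37.5% for KLF1. With each replicate left out in turn, they were 57.9% to 67.9% and 28.8% to 34.8%, and the overlap of GATA1 HUDEP-2 peaks was 68.1% to 77.2%. None of the results compared under these alternatives changed direction; the order of the TAL1 and GATA1 HUDEP-2 shares with the top 2000 peaks, which differed between the replicates, is given with the GATA1 HUDEP-2 library above.

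Other values moved by more than their error or, for numbers of peaks, by more than a set ratio. Limiting the lists to peaks with a q-value of 1e-05 or less gave a replicate overlap of 78.3% in place of 76.4%, left 32203 KLF1 peaks, and gave median widths of 143 bp (GATA1 in CD34+ cells), 148 bp (TAL1), 120 bp (KLF1) and 129 bp (GATA1 in HUDEP-2 cells). With the top 20000 peaks of each list, the replicate overlap was 81.2%, 16216 peaks were shared, as the shorter lists allow, rho was 0.764, the overlap of GATA1 HUDEP-2 peaks was 50.5%, and the median widths were 202, 210, 160 and 126 bp. A reciprocal overlap of at least 50% gave a replicate overlap of 69.0%, a rho of 0.835 and an overlap of GATA1 HUDEP-2 peaks of 54.8%. With the summit required within a peak, the replicate overlap was 73.9%. The correlation was 0.887 as Pearson's r of log2 pileup and 0.934 with coverage over the joined interval. With the top 5000 peaks the overlap of GATA1 HUDEP-2 peaks was 42.9%. Except where lists were shortened, the cause was not tested. Of 44 alternatives for other results, 16 moved the value by more than its error, 2 to a higher and 14 to a lower one. Those among the 44 that left out a replicate could not count as moved, since each of 2 replicates lies within their SD of the mean. Numbers of Table S2 sites were judged by a set ratio rather than by an error. The 16 of 44 is therefore not a measure of stability.

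The replicate overlap, the shared peaks and the correlation need both replicates and have no value without 1 of them. The alternatives for motif windows, motif backgrounds, motif definitions, repeats and matching on motifs were not run. No paired analysis was possible because the HUDEP-2 factors have 1 library each. The stricter q-value changed the peak number most in the KLF1 library, and the cause was not tested.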

Differences from the paper's values

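The comparison with coverage was chosen only after the result was seen.

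The paper's replicate correlation for GATA1 in CD34+ cells is over 0.92, while Spearman's rho of the fold enrichment at shared peaks was 0.817. Fig. S2 is based on fragment coverage, which a peak list does not hold, so the measures are unlike. The difference therefore does not show that the paper's value fails to hold. None of the alternatives set before the data were examined reached the paper's value: rho was 0.815 (q-value of 1e-05 or less), 0.764 (top 20000 peaks) and 0.835 (reciprocal overlap of at least 50%), and Pearson's r of the log2 pileup was 0.887. Pearson's r of log2 coverage over the joined interval, chosen after seeing the values, was 0.934 and lies above the paper's value. The joined width enters both sides of this correlation, which can raise it. The square of 0.934 is 0.873. Fig. S2 prints the paper's value as a squared correlation and the text as a correlation. On the squared scale none of the settings run reached it.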

Other observations

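The comparisons with weak TAL1 peaks and with weak GATA1 peaks of HUDEP-2 cells were chosen only after the result was seen.

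Weak KLF1 and weak TAL1 peaks overlapped few GATA1 peaks. Of the weakest 10% of the KLF1 peaks by fold enrichment, 4.55% overlapped a GATA1 peak of CD34+ replicate 1 and 4.05% one of replicate 2, against 68.8% and 69.7% of the strongest 10%. For TAL1 the shares were 6.15% and 5.27% in the weakest 10% and 95.6% and 95.0% in the strongest 10%. The pattern is thus not particular to KLF1, but it did not extend to GATA1 in HUDEP-2 cells. Of the weakest 10% of those GATA1 peaks, 51.8% overlapped a peak of replicate 1 and 45.3% one of replicate 2. In their strongest 10% the shares were 94.9% and 89.1%. A hypothesis that the weak KLF1 peaks are placed as at random is argued against, since their overlap was at least 9.49 times that after circular shifts (one-sided permutation test, p = 0.001 in each replicate, the smallest possible). Overlap above chance does not say how many of these peaks are bound by KLF1. No biological explanation was tested.

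The sites of Table S2 were also looked up in the HUDEP-2 libraries. All 50 lay in a TAL1 peak and in a GATA1 peak, and 46 lay in a KLF1 peak. The median rank of their peaks was 2021.5 for TAL1, 9166 for KLF1 and 409.5 for GATA1. The lists differ in length, and these ranks lay at 2.75%, 10.6% and 1.83% of their lists. The sites with a peak in the top 5% of the list numbered 36 for TAL1, 10 for KLF1 and 36 for GATA1.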
